# Comparative transcriptome analysis reveals important roles of nonadditive genes in maize hybrid An’nong 591 under heat stress

**DOI:** 10.1186/s12870-019-1878-8

**Published:** 2019-06-24

**Authors:** Yang Zhao, Fangxiu Hu, Xingen Zhang, Qiye Wei, Jinlei Dong, Chen Bo, Beijiu Cheng, Qing Ma

**Keywords:** Maize, RNA-Seq, Expression pattern, Heterosis, Heat stress

## Abstract

**Background:**

Heterosis is the superior performance of F_1_ hybrids relative to their parental lines for a wide range of traits. In this study, expression profiling and heterosis associated genes were analyzed by RNA sequencing (RNA-Seq) in seedlings of the maize hybrid An’nong 591 and its parental lines under control and heat stress conditions.

**Results:**

Through performing nine pairwise comparisons, the maximum number of differentially expressed genes (DEGs) was detected between the two parental lines, and the minimum number was identified between the F_1_ hybrid and the paternal lines under both conditions, which suggested greater genetic contribution of the paternal line to heat stress tolerance. Gene Ontology (GO) enrichment analysis of the 4518 common DEGs indicated that GO terms associated with diverse stress responses and photosynthesis were highly overrepresented in the 76 significant terms of the biological process category. A total of 3970 and 7653 genes exhibited nonadditive expression under control and heat stress, respectively. Among these genes, 2253 (56.8%) genes overlapped, suggesting that nonadditive genes tend to be conserved in expression. In addition, 5400 nonadditive genes were found to be specific for heat stress condition, and further GO analysis indicated that terms associated with stress responses were significantly overrepresented, and 60 genes were assigned to the GO term response to heat. Pathway enrichment analysis indicated that 113 genes were involved in spliceosome metabolic pathways. Nineteen of the 33 overlapping genes assigned to the GO term response to heat showed significantly higher number of alternative splicing (AS) events under heat stress than under control conditions, suggesting that AS of these genes play an important role in response to heat stress.

**Conclusions:**

This study reveals the transcriptomic divergence of the maize F_1_ hybrid and its parental lines under control and heat stress conditions, and provides insight into the underlying molecular mechanisms of heterosis and the response to heat stress in maize.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1878-8) contains supplementary material, which is available to authorized users.

## Background

Heterosis, or hybrid vigor, refers to the superior agronomic performance of heterozygous F_1_ plants compared with that of their homozygous parents [1, 2]. Although this phenomenon has been widely exploited by plant breeders for decades, the underlying genetic and molecular mechanisms of heterosis are not yet completely understood [3]. Before formulation of molecular genetics concepts, the classical quantitative genetic explanations for heterosis focused mainly on two models, the dominance (or complementation) hypothesis and the overdominance hypothesis. The first hypothesis assumes that the favorable alleles associated with heterosis from either parent are dominant at different loci that are complemented and can thereby mask deleterious alleles in the F_1_ hybrid [4, 5]. The overdominance hypothesis states that heterosis is a consequence of favorable interactions of alleles at heterozygous loci that are superior to the effect of any two homozygous alleles [1, 6]. In addition, epistasis has been demonstrated to contribute to heterosis, which refers to the intergenic interaction between two or more favorable genes of the parents [2, 7, 8]. Evidence for each hypothesis has been presented [3, 9–13]; however, there is still no consensus on the mechanism for heterosis.

Increasing evidence indicates that differential gene expression in parental lines and hybrids may be responsible for heterosis [3, 7, 14, 15]. With the development of transcript profiling technology, differentially expressed genes (DEGs) between a hybrid and its parents can be identified and used to explore the possible molecular mechanisms of heterosis. For example, a total of 829 and 4186 DEGs were identified by RNA sequencing (RNA-Seq) between a rice hybrid and its parents at the tillering and heading stages, respectively [16]. Transcriptome analysis of the primary root of the maize inbred lines B73 and Mo17 and their reciprocal hybrids revealed that 42–57% of expressed genes were differentially expressed between one of the parents and one of the hybrids, and about 12% of expressed genes were detected as nonadditive genes in both hybrids [15]. Microarray analyses for expression profiling in seedlings of the same maize genotypes (B73, Mo17 and Mo17 × B73) showed that 22% of the differentially regulated expressed sequence tags (ESTs) exhibited nonadditive expression [3]. Studies of heterosis-associated genes for a number of traits in maize, rice, *Medicago*, and *Arabidopsis*, have also been performed based on expression profiling [17–21]. Gene expression patterns can be divided into either additive or nonadditive expression on the basis of differential expression in the hybrids compared with that of the parents. Nonadditive genes, which refers to genes in the hybrids that show significantly different expression from the average of their parents (the mid-parent value), have been suggested to be associated with heterosis. Conversely, additive expression refers to genes for which a hybrid accumulates a level of transcripts equal to the mid-parent value. Nonadditive gene expression in hybrids includes levels of transcripts equal to the high or low parent (high or low parent dominance), above the high parent (overdominance), or below the low parent (underdominance) [3, 15, 21–25]. For example, using transcriptome analysis of the mature embryo, a total of 4766 and 4081 transcripts were identified as DEGs between the maize hybrid Zhengdan 958 and its parental lines (Chang 7–2 and Zheng 58, respectively) and were further divided into additive, paternal dominance, maternal dominance, overdominance, and underdominance in accordance with the different expression patterns [26].

Heterosis confers superior performance for a wide range of traits such as increased biomass, development rate, and grain yield, but also tolerance to environmental stresses [27]. High temperature is one of the most serious abiotic stresses that affect plant growth and development, including important traits such as pollen fertility and photosynthate supply [28, 29]. Global climatic changes have caused severe crop yield losses, and it is predicted that the increase in global surface temperature will exceed 2 °C by the end of this century [30]. In plants, transcriptome analyses have indicated that transcription of thousands of genes altered in response to heat stress [31–33]. However, limited information is available on the underlying heterosis-associated genes in response to heat stress. Transcriptome analysis has been used to identify DEGs of the maize inbred lines B73 and Mo17 and their reciprocal F_1_ hybrids in response to drought, and revealed that 9230 (35%) and 7185 (27%) of expressed genes exhibited nonadditive expression under control and water deficit stress in the Mo17 × B73 hybrid, respectively. Importantly, 47% of the nonadditively expressed genes overlapped between the two treatments, which suggested important roles for these genes in response to drought [23]. Therefore, identification of heterosis-associated genes is crucial to reveal candidate genes with important functions in the response to heat stress and the underlying mechanism of heterosis.

Maize is one of the most important cereal crops worldwide. In recent years, high temperature has become a serious environmental stress affecting maize production. For example, extremely high temperatures (~ 40 °C) during the flowering period resulted in severe yield losses in Huang-Huai-Hai plain of China in 2016–2018. Planting heat stress-tolerant cultivars is one of the most effective approaches to prevent stress damage. The maize hybrid An’nong 591, which is highly resistant to high temperatures, is suitable for planting in the Huang-Huai-Hai region. To investigate the molecular mechanisms in the response to heat stress, the expression profiles of An’nong 591 and its parental lines were compared in seedlings under control and 42 °C treatments by RNA-Seq, and heterosis-associated genes were analyzed to explore the underlying mechanism of heterosis. The results lay an important foundation for understanding heat-tolerance mechanisms in maize hybrids, and provide insight into the underlying molecular basis of heterosis.

## Results

### Characterization of maize hybrid An’nong 591 and its parental lines

Seedlings of the maize hybrid An’nong 591, its maternal line (CB25), and paternal line (CM1) were used to determine their phenotypic characters. When the third leaf was fully expanded, the seedlings of each genotype were treated with 42 °C/35 °C (day/night temperature) for two days to evaluate their phenotypic response to high temperature. Seedlings of CB25 showed severe leaf rolling and wilting in contrast with An’nong 591 and CM1 (Fig. 1a and b). CB25 also exhibited significantly lower RWC after heat stress compared with that of An’nong 591 or CM1 (Fig. 1c), whereas no significant difference was observed among the three genotypes under control growth conditions. CB25 exhibited significantly higher REL and MDA content after treatment compared with those of hybrid An’nong 591 and CM1 (Fig. 1d and e). These results indicated that An’nong 591 and CM1 are more tolerant to heat stress than CB25. Under control growth conditions, the dry weight of An’nong 591 was significantly higher than that of its parental lines (Fig. 1f). We calculated the MPH and HPH values and found significant MPH (51.42%) and HPH (34.21%) for the dry weight of An’nong 591 (*P* < 0.01).

**Fig. 1:**
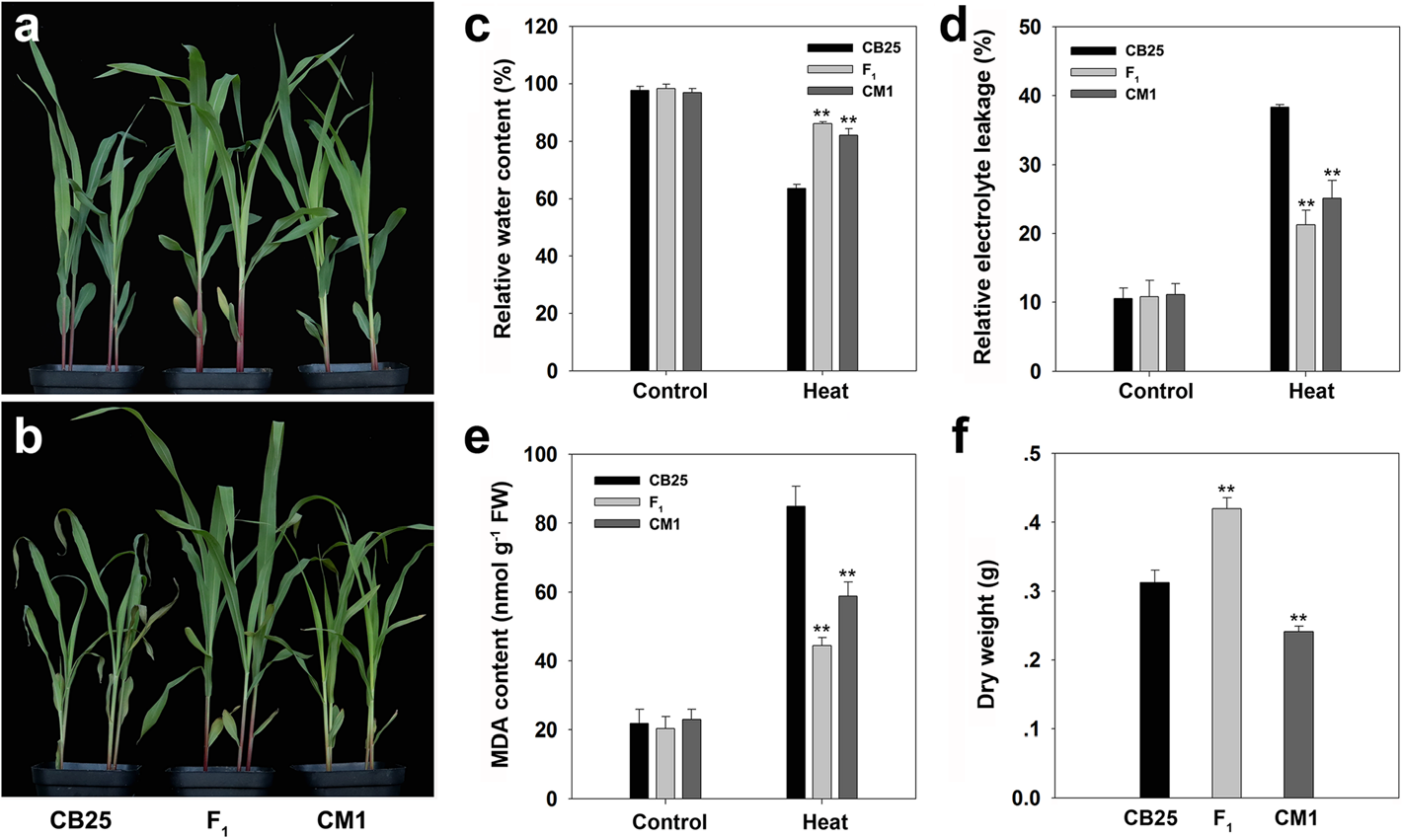
Phenotypic characteristics of the F_1_ hybrid An’nong 591 and its parental lines. **a** and **b** Phenotypes of the F_1_ hybrid and its parental lines in response to heat stress for 2 d. **c**, **d** and **e** Relative water content, relative electrolyte leakage, and malondialdehyde content in the F_1_ hybrid and its parental lines under control and heat treatment conditions. **f** Dry weight of 15 individual seedlings per genotype at 14 d after planting. Data represent mean values ± SD. ** indicates significant differences compared with the maternal line CB25 under the same conditions (*P* < 0.01)

### RNA-Seq and mapping reads to the maize genome

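The third leaves of seedlings of the F1 hybrid kept at 42 °C/35 °C (day/night) for 2 d (F1) and of control seedlings kept at 28 °C/23 °C (CF1) were sequenced in 3 biological replicates per group. The authors aligned the clean reads to the maize B73 genome (RefGen_v3) and counted the reads on each gene. For each of 39471 genes they deposited the raw count per library, the exonic length and the FPKM. The 6 libraries of the hybrid are analysed here. The columns of the parental lines carry names that are defined neither in the paper nor in the sample labels, so those libraries were not used here. Between 12266758 and 14643512 counts per library fell on genes, with a median of 13212003 in CF1 and 14559083 in F1. The counts of F1 were compared with those of CF1 by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. A gene was called differentially expressed at a fold change of at least 2 and an FDR of at most 0.05, the thresholds of the paper. The standard errors given for log2 fold changes were derived from the fold change and the F statistic of that test.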

To identify genes that were responsive to heat stress in the seedlings, we used transcriptome sequencing to investigate global gene expression. The RNA-Seq analysis yielded 39.45–49.88 million raw reads per cDNA library with an average read length of 150 bp. After removing the reads containing adapter or poly (N) containing and the low quality sequences, on average, 45.81 million clean reads (6.82 Gb clean data) were obtained for each replicate. Among the 18 sequencing libraries, 72.57–75.65% of the clean reads were uniquely mapped to the maize reference genome (ZmB73_RefGen_v3). The percentages of phred scores at the Q30 level (error probability less than 0.1%) ranged from 92.36 to 93.26%, and the GC content ranged from 54.04 to 58.74%. Detailed information on the RNA-Seq data is listed in Additional file 8 Table S2. The normalized FPKM was used to determine the gene expression level for each sample. Genes with an average FPKM ≥1 in at least one sample of the three genotypes was considered to be expressed. As a result, 22,195 genes (56.2%) of the 39,475 high confidence gene models of the AGPv3 were expressed in at least one sample. 

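In the hybrid alone, 20621 of the 39471 genes (52.2%) had a mean FPKM of at least 1 in CF1 or in F1. The mean reached 1 for 17308 genes in CF1 and for 20028 genes in F1. It did so only in F1 for 3313 genes and only in CF1 for 593 genes. Per library, 17251 ± 200.7 genes (SD, n = 3) had an FPKM of at least 1 in CF1 and 19986 ± 43.84 (SD, n = 3) in F1. Every F1 library had more such genes than every CF1 library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). When an FPKM of at least 1 was required in every replicate of a group, the number of expressed genes was 19696. FPKM is relative to the total of each library, and the 100 genes with the most counts took between 38.25% and 41.35% of the counts of the CF1 libraries and between 18.04% and 19.44% of those of the F1 libraries.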

Compared with gene expression under normal conditions, the overall abundance of genes was usually higher after heat stress (Additional file 1 Figure S1). 

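For the hybrid, the median log10 FPKM of the expressed genes with values above 0 was 0.751 ± 0.00997 (SD, n = 3 libraries) in CF1 and 0.976 ± 0.0055 (SD, n = 3) in F1. The difference of 0.225 corresponds to a 1.68-fold higher median in F1 and was larger than the spread between replicates. All 3 F1 libraries lay above all 3 CF1 libraries (exact two-sided permutation test, p = 0.1, the smallest p possible with this number of libraries). Scaling between libraries by the median of ratios sets the typical ratio between libraries to 1, so that a difference near 0 follows from it in advance. After it, the medians were 0.867 ± 0.0047 (SD, n = 3) in CF1 and 0.852 ± 0.00155 (SD, n = 3) in F1, a difference of -0.0156.

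**Figure D1:**
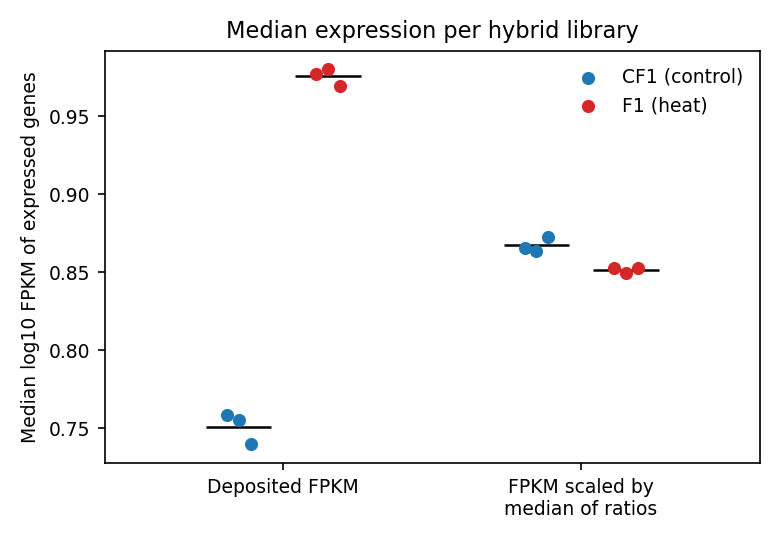
Median log10 FPKM of the expressed genes in each CF1 and F1 library, as deposited and after scaling by the median of ratios. Points are libraries and lines are group means; the CF1 libraries lie between 0.74 and 0.758 as deposited and the F1 libraries between 0.969 and 0.98, while after scaling, which sets the typical ratio between libraries to 1, all libraries lie between 0.85 and 0.873.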

Principal component analysis (PCA) was performed to examine the relationships among samples of the three genotypes under the control and heat-stress conditions. The first principal component (PC1) accounted for 38.5% of the variance, whereas the second principal component (PC2) accounted for 21.6% of the variance. The three biological replicates of each sample clustered closely together, which supported the high transcriptomic correlation (Fig. 2). The identity of the biological replicates was also verified using Pearson’s correlation analysis. The hierarchical clustering indicated that most of the correlation coefficients (*R*^2^) between the biological replicates were greater than 0.95 (Additional file 2 Figure S2), whereas only one correlation coefficient (between S1 and S3) was close to 0.80. 

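In the hybrid, the squared Pearson correlation of the deposited FPKM over the expressed genes lay between 0.9569 and 0.9832 for the 6 pairs of replicates, with a median of 0.971. All 6 pairs were above 0.95. The lowest value was that of replicates 2 and 3 of CF1. Between a CF1 and an F1 library it lay between 0.187 and 0.26 over 9 pairs. On the scale of log10(FPKM + 1), 5 of the 6 pairs of replicates were above 0.95 and the lowest was 0.947, and the 9 pairs of a CF1 and an F1 library lay between 0.539 and 0.573. These correlations are across genes, which are not independent replicates. Replicates were separate libraries by their counts: over genes with at least 10 counts in both libraries, the mean chi-square per gene was between 10.05 and 26.29, where counting error alone gives 1.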

Overall, these results indicated high reproducibility of the biological replicates based on RNA-Seq.

**Fig. 2:**
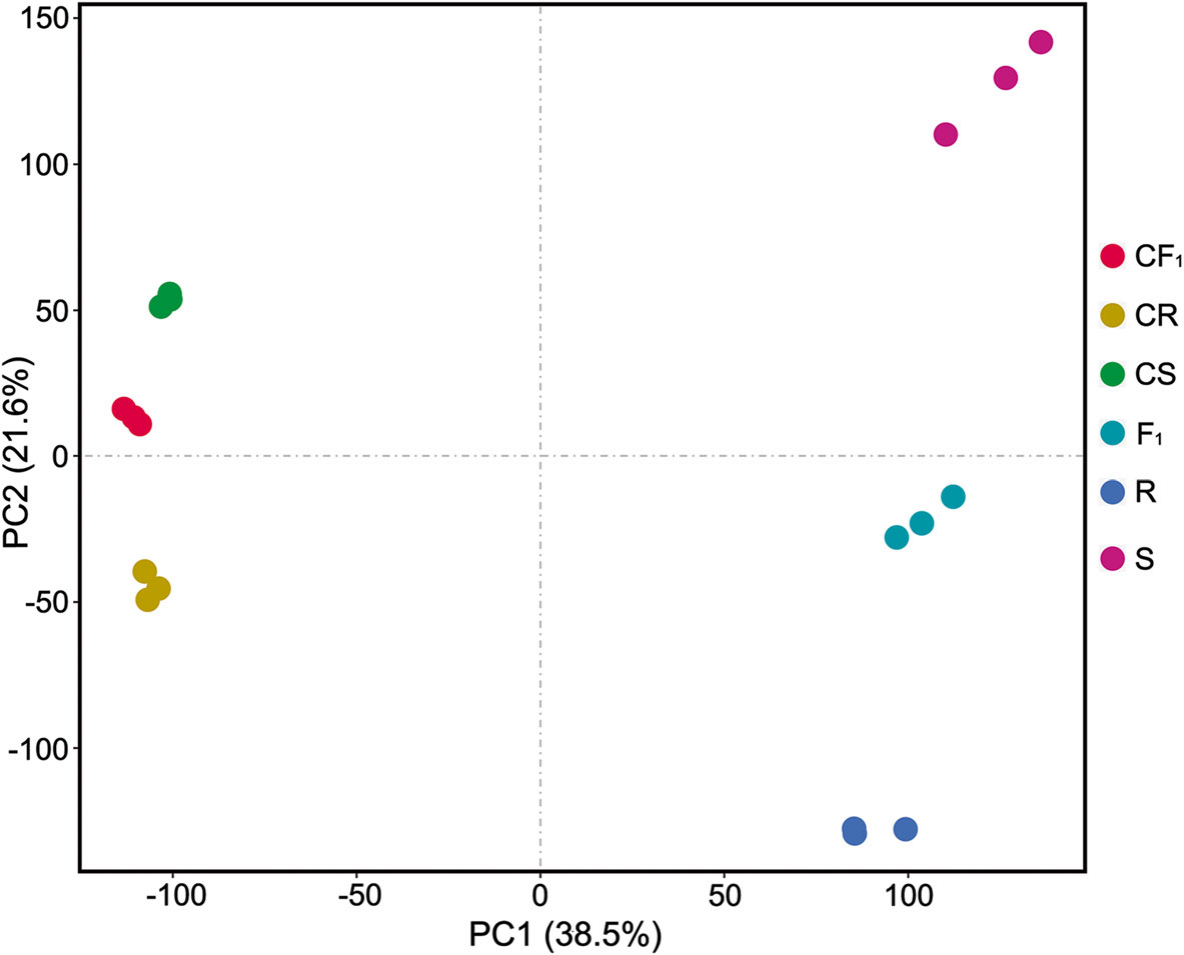
Principal component analysis of the relationship among samples of the three genotypes. The percentage of variation among samples explained by each principal component is shown on the *x*-axis and *y*-axis, respectively. CS, CR, and CF_1_ represent maternal line CB25, paternal line CM1, and F_1_ hybrid An’nong 591 under control conditions, respectively; S, R and F_1_ represent the corresponding genotypes under heat treatment

### Identification of DEGs in response to heat stress

Significantly DEGs were screened between the different samples with the criteria of fold change ≥2 and FDR ≤ 5%. To determine the genes that were differentially expressed in the three genotypes, nine pairwise comparisons (CS vs. CF_1_, CR vs. CF_1_, CS vs. CR, S vs. F_1_, R vs. F_1_, S vs. R, CF1 vs. F_1_, CR vs. R, and CS vs. S) were performed. Hierarchical cluster analysis indicated that the three biological replicates of each sample were clustered in close proximity to each other, which further reflected the highly reproducible results of RNA-Seq (Additional file 3 Figure S3). Under control conditions, a total of 2449 (1620 up- and 829 down-regulated), 2150 (1418 up- and 732 down-regulated) and 5789 (2952 up- and 2837 down-regulated) DEGs were identified for the comparisons CS vs. CF_1_, CR vs. CF_1_, and CS vs. CR, respectively. We identified 638 DEGs that were in common among these three pairs (Additional file 4 Figure S4a and S4d). After heat stress, the number of DEGs was much higher than that observed under control conditions. A total of 4721 (2521 up- and 2200 down-regulated), 3011 (1907 up- and 1104 down-regulated) and 8468 (4156 up- and 4312 down-regulated) DEGs were identified for the comparisons S vs. F_1_, R vs. F_1_, and S vs. R, respectively. We identified 1309 DEGs that were in common among these three pairs (Additional file 4 Figure S4b and S4e). A total of 9351 (5058 up- and 4293 down-regulated), 8055 (4377 up- and 3678 down-regulated), and 9624 (5108 up- and 4516 down-regulated) DEGs were identified for the pairs of CF_1_ vs. F_1_, CR vs. R and CS vs. S, respectively, to determine possible DEGs involved in the response to heat stress, of which 4629 DEGs were identified that were in common among these three pairs (Additional file 4 Figure S4c and S4f).

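For CF1 vs. F1, 9065 of the 20621 expressed genes of the hybrid (44.0%) were differentially expressed by edgeR's quasi-likelihood test, 4963 up- and 4102 down-regulated. A further 5640 genes passed the FDR threshold with a fold change under 2. On the TMM-scaled values, the F1 libraries lay entirely above the CF1 libraries for 4927 of the up-regulated genes (99.3%) and entirely below them for 4034 of the down-regulated genes (98.3%). Over all expressed genes, 75.2% showed no overlap between the groups, where chance gives 10%. This separation depends on the scaling: in the deposited FPKM it held for 4962 of the up-regulated but 3288 of the down-regulated genes (80.2%). There, 1322 expressed genes with F1 entirely below CF1 after TMM scaling had F1 entirely above CF1. None of these 1322 genes was called down-regulated. The number of counts limited the fold change of 498 up-regulated genes, whose CF1 libraries all had at most 3 counts, and of 77 down-regulated genes, whose F1 libraries did.
The split between directions moved most when the library totals that underlie the FPKM were used without TMM factors. Then 9286 genes were up- and 1899 down-regulated, and the median log2 fold change over the expressed genes was 0.85, against 0.05 with TMM factors.
Among the up-regulated genes without overlap between the groups, the largest estimated log2 fold changes were those of GRMZM2G150688, GRMZM2G331701 and GRMZM2G346839. Their CF1 libraries had at most 3 counts each. Against that floor, the mean of the F1 libraries was at least 3510-fold higher for GRMZM2G331701 (17033 to 25676 counts per library). It was at least 337-fold higher for GRMZM2G150688 (1703 to 2077 counts) and at least 167-fold for GRMZM2G346839 (885 to 991 counts). The smallest estimated log2 fold changes were those of GRMZM2G125196, GRMZM2G064406 and GRMZM2G016890, whose F1 libraries had at most 2 counts. The order of these genes rests on groups at or near 0 counts. For GRMZM2G125196, GRMZM2G064406 and GRMZM2G016890, the mean of the CF1 libraries was at least 75.7-fold, 68.5-fold and 274-fold above that floor in F1. GRMZM2G125196 and GRMZM2G064406 varied widely among the CF1 libraries, from 29 to 189 and from 25 to 163 counts.

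**Figure D2:**
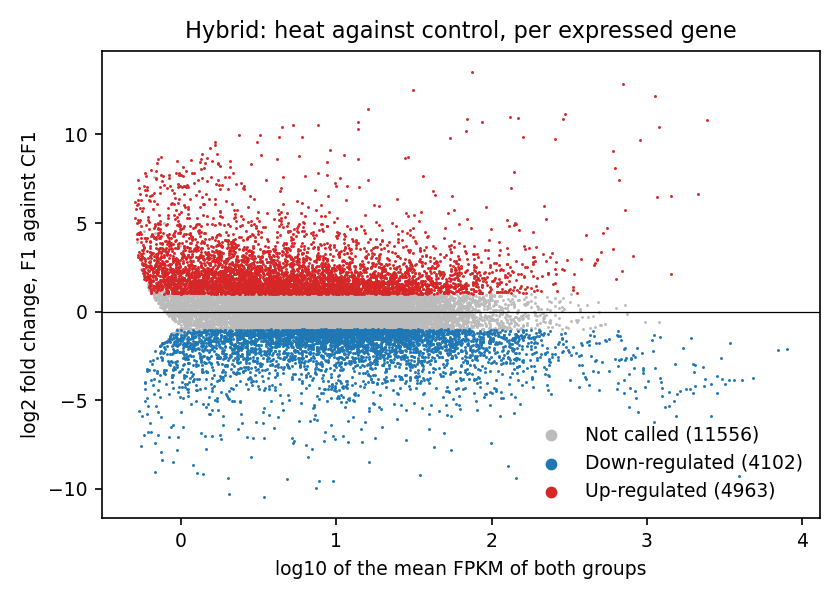
log2 fold change of F1 against CF1 for each expressed gene of the hybrid, plotted against the log10 of the mean FPKM of both groups. Each point is a gene; the 4963 up-regulated genes lie above 0 and the 4102 down-regulated genes below it.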

### Functional classification of common DEGs

Among the 4629 DEGs in common among the control versus heat treatment samples, 2096 common down-regulated and 2422 common up-regulated genes were identified (Fig. 3). GO functional classification was performed using the web-based agriGO software to determine the biological processes in which the common DEGs are involved. Seventy-six GO biological process terms were significantly enriched (FDR ≤ 5%) among the 4518 common DEGs identified (Fig. 4 and Additional file 5 Figure S5). Many enriched GO terms were associated with stress and light responses, including response to stimulus (GO:0050896), response to abiotic stimulus (GO:0009628), response to stress (GO:0006950), response to photosynthesis (GO:0015979), and response to light stimulus (GO:0009416). Importantly, 60 genes were identified in the enriched GO term response to heat (GO:0009408), and 121 genes in the enriched GO term response to temperature stimulus (GO:0009266). These results suggested these genes perform important roles in response to heat stress.

**Fig. 3:**
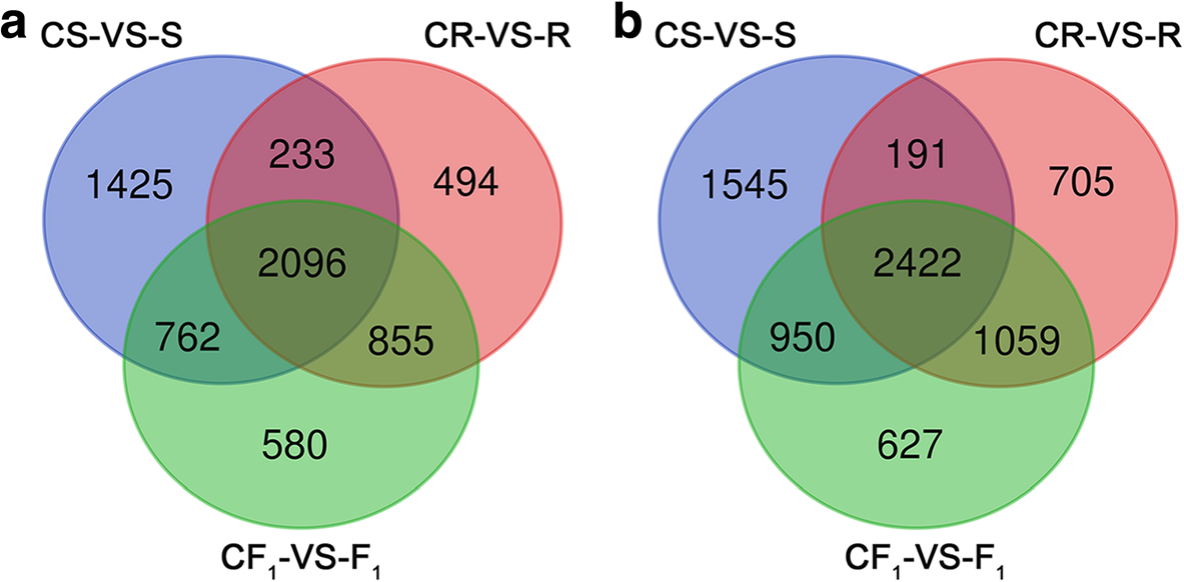
Venn diagram of common differentially expressed genes between the control and heat treatment. **a** Total number of common down-regulated DEGs. **b** Total number of common up-regulated DEGs

**Fig. 4:**
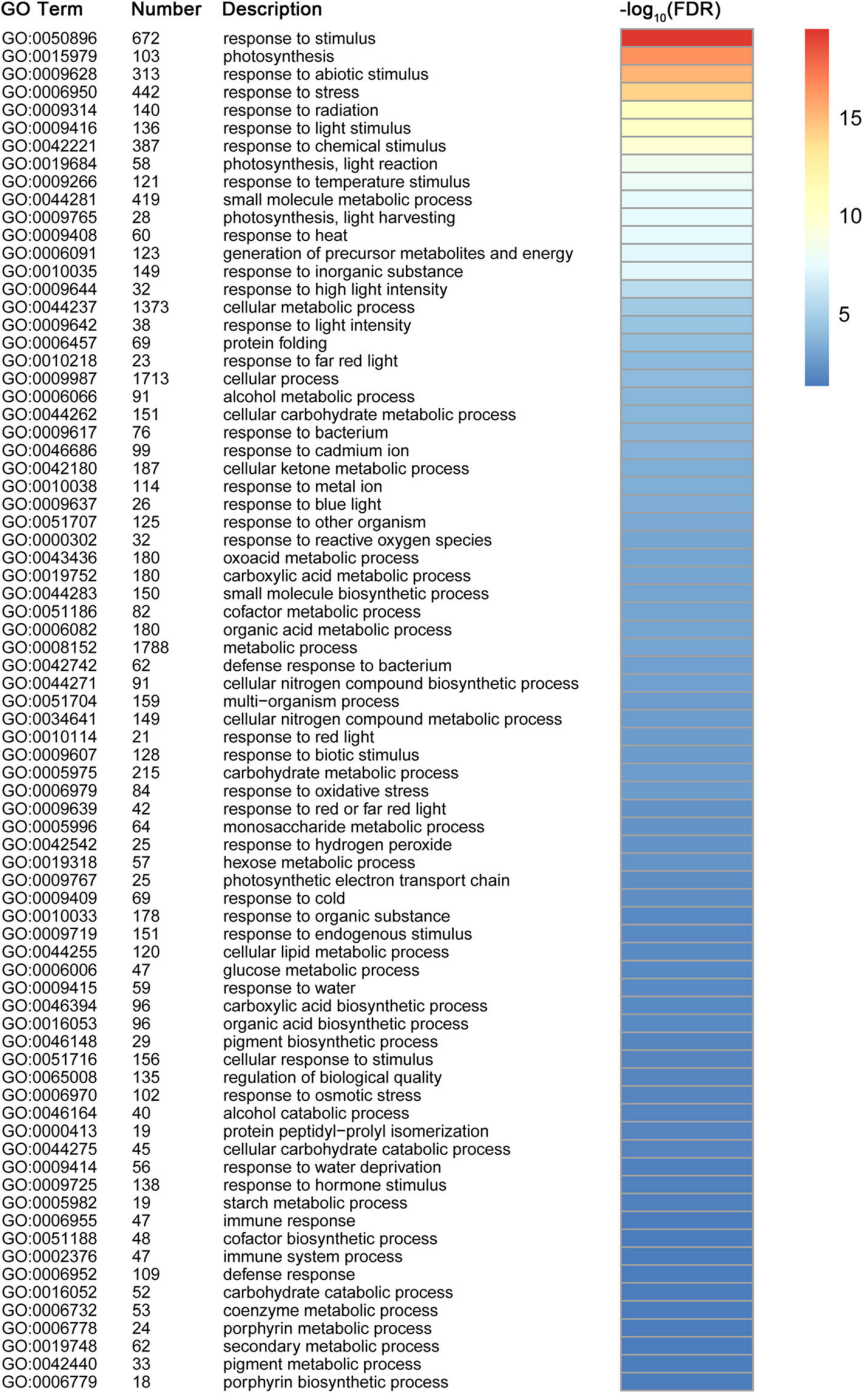
Enrichment of GO biological process terms for the 4518 common differentially expressed genes. GO enrichment analysis was performed using the agriGO analysis tool. Different colors in the right represent the significance levels. Only GO terms with significant levels of enrichment (FDR ≤ 5%) are shown

GO enrichment analyses were also performed separately for the common down and up-regulated genes to investigate the differences in heat response mechanism. The results revealed a significant difference between down- and up-regulated DEGs in biological processes under different GO categories. A total of 119 GO biological process terms were significantly enriched for the common down-regulated DEGs. The GO terms associated with photosynthesis (GO:0015979), photosynthesis, light reaction (GO:0019684), generation of precursor metabolites and energy (GO:0006091), photosynthesis, light harvesting (GO:0009765), response to stimulus (GO:0050896), response to light stimulus (GO:0009416), response to radiation (GO:0009314), and response to abiotic stimulus (GO:0009628) were overrepresented in all categories (Additional file 9 Table S3). With regard to the up-regulated DEGs, the GO terms response to heat (GO:0009408), protein folding (GO:0006457), response to stress (GO:0006950), response to temperature stimulus (GO:0009266), and response to stimulus (GO:0050896), were overrepresented among the 19 significant enriched terms. In particular, we observed considerable enrichment of DEGs in the GO terms response to heat (53 genes) with highly significant FDR values (Additional file 10 Table S4).

KEGG pathway analysis was further performed for these common DEGs. A total of 14 significant KEGG pathways (FDR ≤ 5%) were enriched for the 4518 DEGs (Fig. 5), including photosynthesis-antenna proteins, photosynthesis, carbon metabolism, biosynthesis of secondary metabolites, metabolic pathways, alanine, aspartate and glutamate metabolism, pentose phosphate pathway, carbon fixation in photosynthetic organisms, glycolysis/gluconeogenesis, glyoxylate and dicarboxylate metabolism, carotenoid biosynthesis, protein processing in endoplasmic reticulum, pyruvate metabolism, and glycerophospholipid metabolism. 

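The deposited table gives no pathway for a gene, so genes were taken by name. RefSeq names (assembly Zm-B73-REFERENCE-NAM-5.0, used for names only) matched 18908 of the gene IDs. By these names, 7 of the matched genes were grouped as chlorophyll a/b-binding antenna genes, 7 as photosystem genes and 4 as genes of a Rubisco small subunit or Rubisco activase. The gene psb29 (GRMZM2G033885) was put with the photosystem genes, but it is also named cp29, the name of an antenna protein. In the hybrid, all 7 antenna genes were down-regulated in F1, with log2 fold changes from -9.29 to -3.74. Together they took 3.31 ± 0.674% (SD, n = 3) of the counts of the CF1 libraries and 0.229 ± 0.0178% (SD, n = 3) of those of the F1 libraries. With psb29 counted as an antenna gene, a choice made after the values were seen, all 8 were down-regulated, with log2 fold changes from -9.29 to -2.99, and they took 3.79 ± 0.699% and 0.334 ± 0.022% (SD, n = 3) of the counts. The gene cab-m1 (GRMZM2G351977) had an FPKM of 7863 ± 2312 (SD, n = 3) in CF1 and 21.8 ± 13.4 (SD, n = 3) in F1, a log2 fold change of -9.29 (standard error 0.61, adjusted p = 6.00e-07 from edgeR's quasi-likelihood test). The antenna genes are a family of similar sequences, and how reads shared between copies were counted was not examined here.
The 7 photosystem genes were all down-regulated too, with log2 fold changes from -5.67 to -1.34. Relative to library totals without TMM factors, each of them was still lower in F1, but 5 were called, and psbs1 (GRMZM2G077333) and PSBQ1 (GRMZM2G021617) were not. The FPKM of PSBQ1 ran from 3.67 to 29.51 in F1 and from 25.97 to 38.22 in CF1, so the ranges overlap. With each library left out in turn, its log2 fold change lay between -3.60 and -1.67. In the group of 4, 3 genes were down-regulated and rca3 (GRMZM2G162282) was up-regulated, from an FPKM of 27.2 ± 4.03 (SD, n = 3) in CF1 to 1021 ± 56.4 (SD, n = 3) in F1, a log2 fold change of 4.44 (standard error 0.16, adjusted p = 2.30e-08 from the same test). Its name was singled out after its values were seen.

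**Figure D3:**
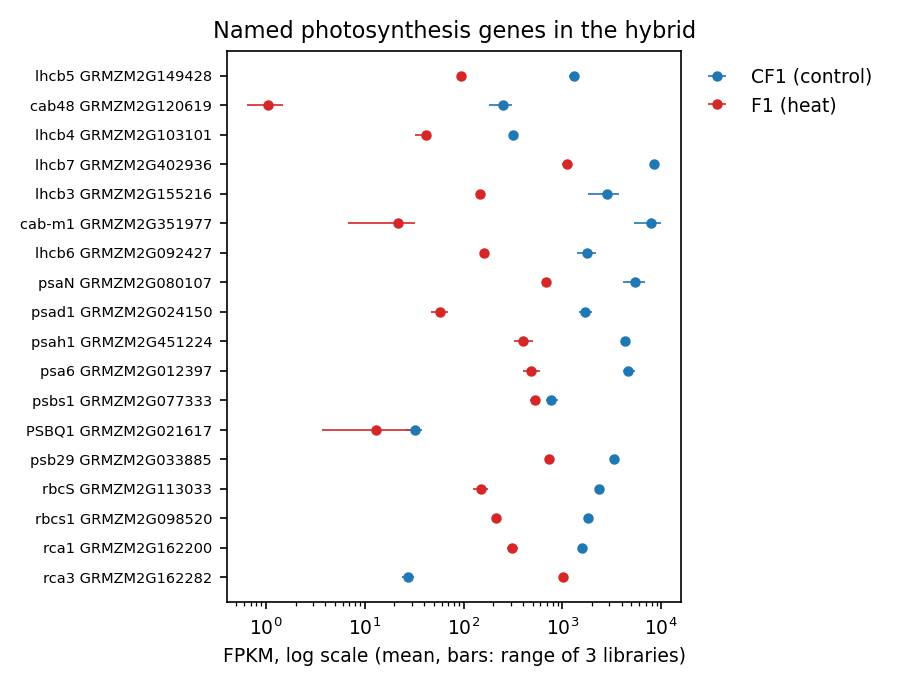
FPKM (log scale) of the named antenna, photosystem, Rubisco and Rubisco activase genes in CF1 and F1. Points are means of 3 libraries and bars their range. The mean of every gene but rca3 lies lower in F1, and the ranges of PSBQ1 overlap.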

Among these pathways, the pathway category with the maximum number of genes was metabolic pathways with 772 genes.

**Fig. 5:**
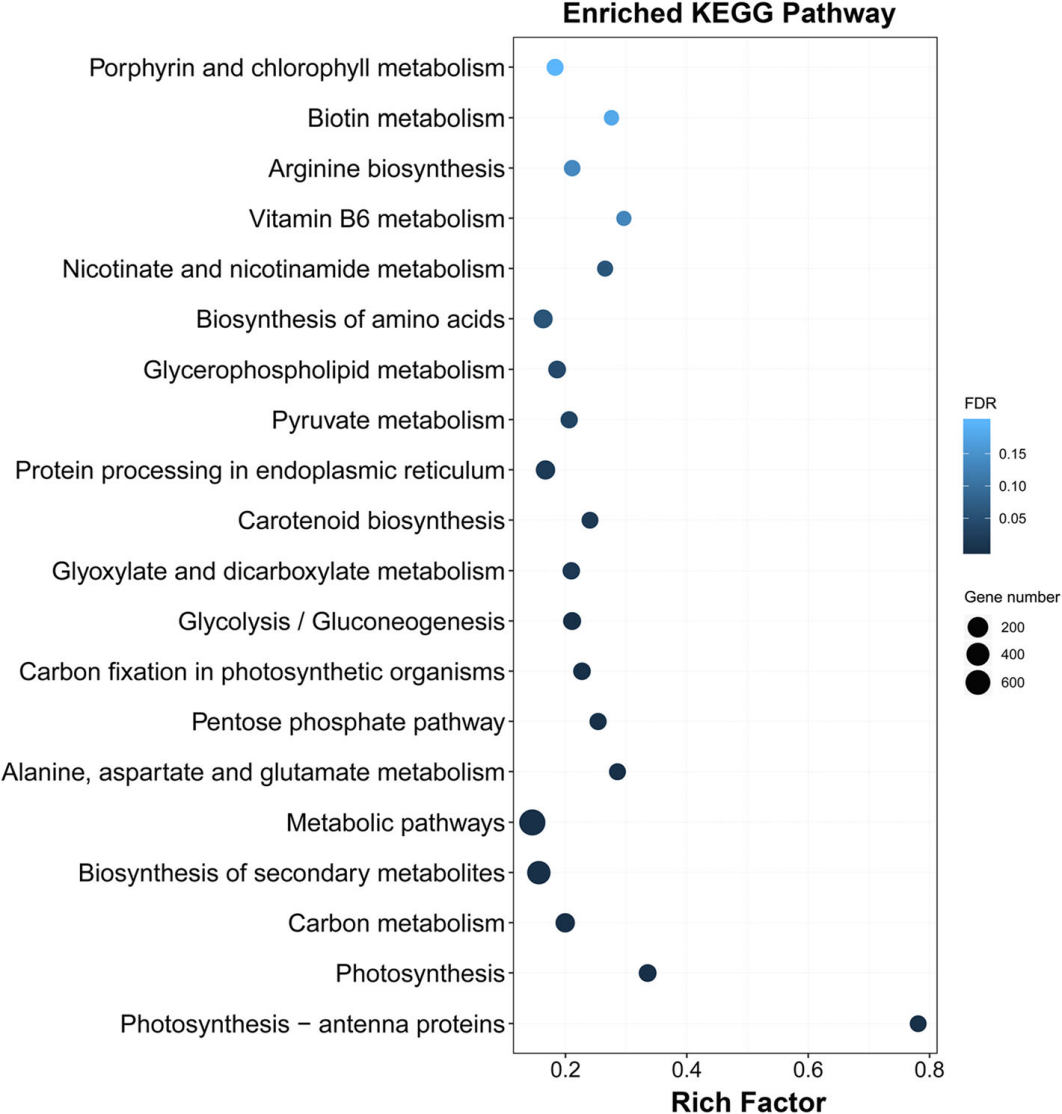
KEGG enrichment analysis of the 4518 common differentially expressed genes. The size of the dot indicates the number of DEGs involved in the pathway. The color scale indicates the significance level (FDR). The rich factor is the ratio between the number of DEGs and all genes enriched in the pathway

### Clustering analysis and verification of RNA-Seq data by qRT-PCR

According to the GO enrichment analysis of the 4518 common DEGs, we performed cluster analysis of the 60 genes identified for the enriched GO term response to heat (GO:0009408) using the R package pheatmap. The average expression levels of these genes were transformed by log_10_ (FPKM + 1) using three biological replicates of each sample. The majority of the 60 genes showed a low expression level under control conditions, whereas significantly up-regulated expression was detected after heat treatment (Fig. 6), suggesting that these genes perform important roles in response to heat stress. 

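In the hybrid, 53 of the 60 genes were up-regulated and 7 were down-regulated in F1, adjusted over all expressed genes. The numbers were the same when the p-values were adjusted over the 60 genes alone. The paper took the 60 genes from those it had called differentially expressed in every genotype, from these hybrid libraries among others. That they were called here therefore follows largely from this choice and is no independent evidence. The F1 libraries lay above all CF1 libraries for each of the 53 genes, 34 of which rose at least 8-fold by the estimated fold change. Among the 34 are GRMZM2G013652 and GRMZM2G333635, which had 0 counts in every CF1 library. Against a floor of 3 counts their means in F1 were at least 3.54-fold and 5.24-fold higher, so a rise of 8-fold is not certain for them. The median log2 fold change of the 53 genes was 3.87. Under control conditions the median FPKM of the 60 genes was 5.02, with 36 of them under 10 and 14 under 1. Over all expressed genes of the hybrid the median was 5.45, and 47.8% of these genes were below the median of the 60. In F1 the median FPKM of the 60 genes was 127.6.
Among the genes with the highest log2 fold changes was hsp26 (GRMZM2G149647), whose FPKM was 1.58 ± 0.455 (SD, n = 3) in CF1 and 4886 ± 229.4 (SD, n = 3) in F1. Its log2 fold change was 10.80 (standard error 0.25, adjusted p = 1.02e-08 from edgeR's quasi-likelihood test). The gene hsp101 (GRMZM2G360681) went from an FPKM of 1.24 ± 0.271 (SD, n = 3) to 267.1 ± 27.3 (SD, n = 3), with a log2 fold change of 6.96 (standard error 0.20, adjusted p = 1.40e-08 from the same test). Heat shock genes occur in families of similar sequences, and reads shared between copies were not examined here. For 6 of the 60 genes the CF1 libraries all had at most 3 counts, so only a lower bound of their increase is known. The estimated fold change lies above that bound, for example 1480 against 42.4 for GRMZM2G141624 and 1680 against 422 for GRMZM2G306679.
The down-regulated genes were GRMZM2G042756, GRMZM2G428391, GRMZM2G136344, GRMZM2G057186, GRMZM2G536644, GRMZM2G027219 and GRMZM2G091811. The smallest decrease was that of GRMZM2G091811, with a log2 fold change of -1.08 (standard error 0.15, adjusted p = 9.88e-05 from the same test). It fell short of the fold change threshold without replicate 3 of CF1 (-0.93) and with library totals in place of TMM factors (-0.28). With library totals, GRMZM2G027219 fell short of it as well (-0.99), which left 5 down-regulated genes.
From the increase of most of these genes after heat treatment, the paper proposes that they have important roles in the response to heat stress.

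**Figure D4:**
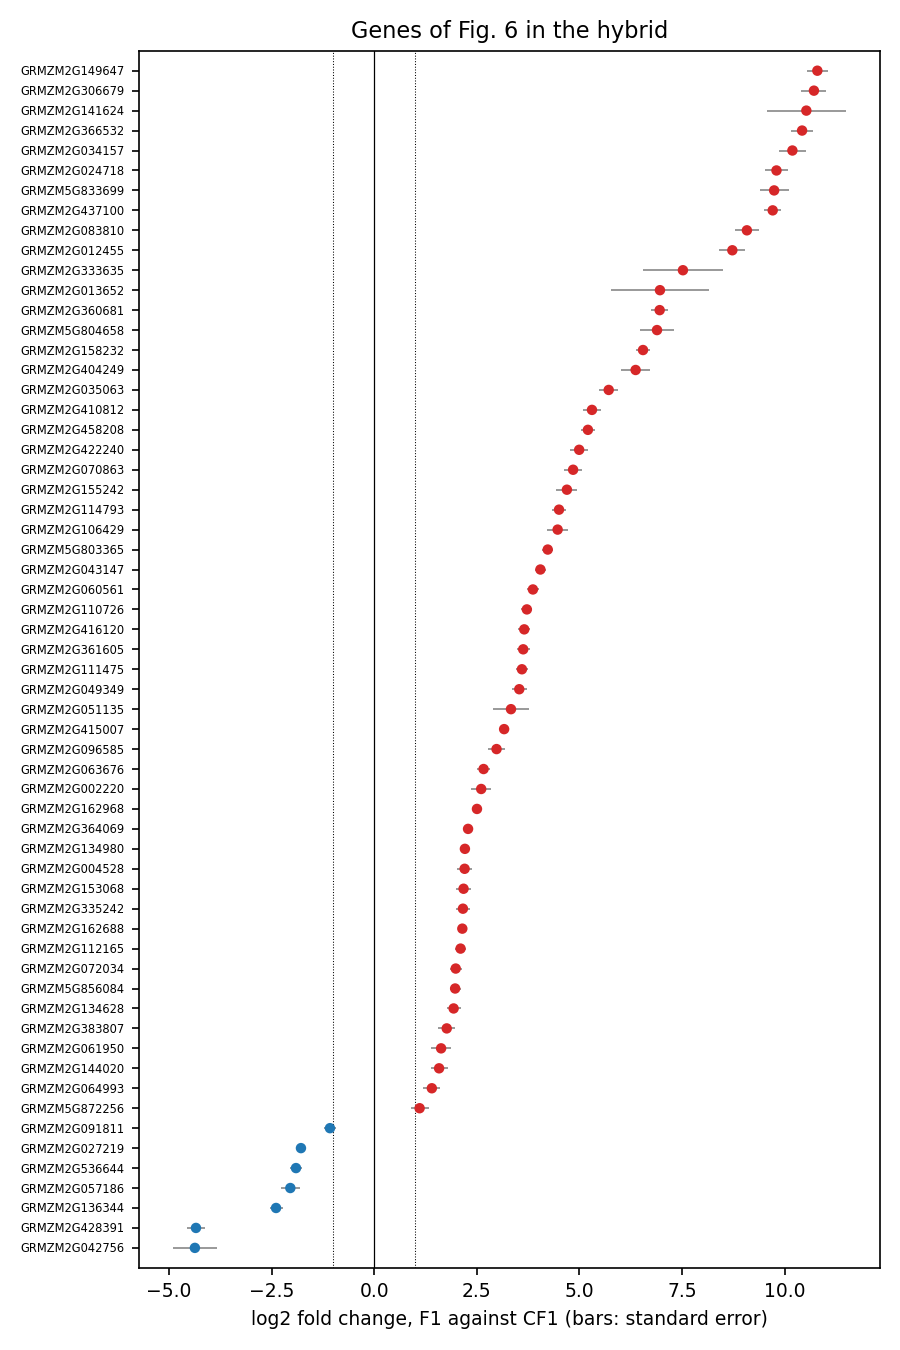
log2 fold change of F1 against CF1 for the 60 genes of Fig. 6 in the hybrid, with standard errors as bars. Dotted lines mark a fold change of 2; 53 genes lie to the right of them and 7 to the left. For the 6 genes with at most 3 counts in each CF1 library, the point is the estimate and not the lower bound.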

Ten genes among the 60 DEGs were randomly selected and validated by qRT-PCR using the same RNA samples as used for the RNA-Seq library construction. The ratio of the relative expression level between control and heat-stressed samples was transformed by log_2_ of the fold change detected by qRT-PCR, and used to compare with the results of RNA-Seq data. The qRT-PCR data showed a significant correlation (*R*^2^ = 0.9328–0.9465) with the RNA-Seq data for each of the three genotypes (Fig. 7), which supported the reliability of expression patterns revealed by RNA-Seq.

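The RNA-Seq counts of the hybrid called 7 of the 10 genes up- and 3 down-regulated in F1. The paper picked these genes from ones it had already called in the same libraries, so the calls follow largely from that choice. The log2 fold changes of the up-regulated genes ran from 1.10 to 6.55 and those of the down-regulated genes from -4.35 to -1.91. The largest increase was that of GRMZM2G158232, with an FPKM of 17.4 ± 0.98 (SD, n = 3) in CF1 and 2827 ± 357.0 (SD, n = 3) in F1 (log2 fold change standard error 0.18, adjusted p = 1.40e-08 from edgeR's quasi-likelihood test). The largest decrease was that of GRMZM2G428391, from 196.3 ± 23.3 (SD, n = 3) to 16.8 ± 4.07 (SD, n = 3) FPKM (standard error 0.21, adjusted p = 9.08e-08 from the same test). With library totals in place of TMM factors, the log2 fold changes of these genes were 7.35 and -3.55. The smallest increase was that of gols2 (GRMZM5G872256), 1.10 (standard error 0.22, adjusted p = 1.19e-03 from the same test). It was under the fold change threshold without replicate 2 of CF1 (0.94) and without replicate 1 of F1 (0.93). The direction was the same for all 10 genes in each of the fits that left out one library.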

**Fig. 6:**
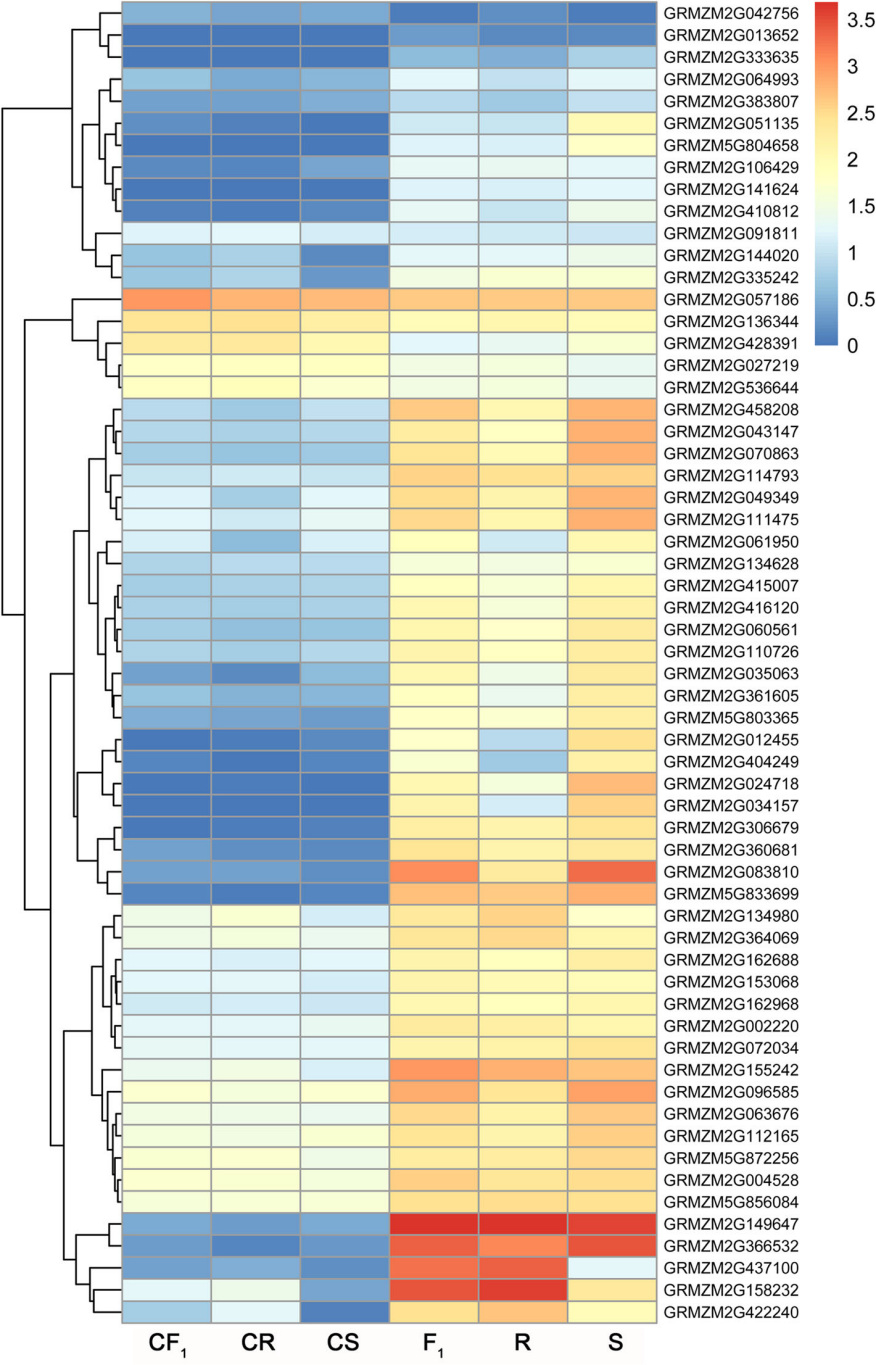
Hierarchical clustering of the 60 differentially expressed genes enriched in the GO term response to heat. The heatmap was drawn with the R package pheatmap. The color scale at the right of the figure indicates the gene expression levels transformed by log_10_ (FPKM + 1)

**Fig. 7:**
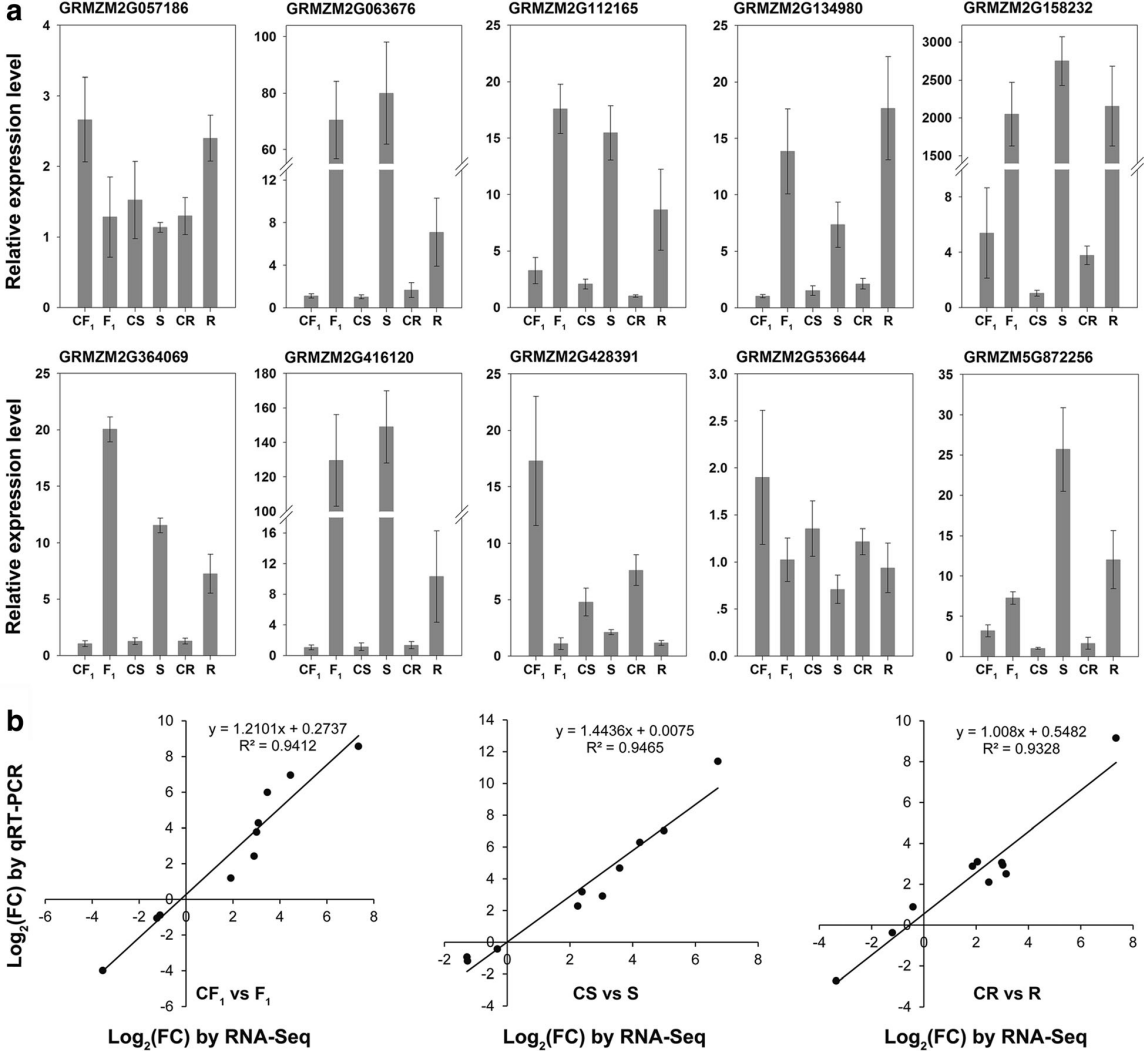
Quantitative RT-PCR validation of differentially expressed genes characterized by RNA sequencing. **a** Relative expression level of 10 randomly selected genes. **b** Correlation analysis of the RNA-Seq data (log_2_ FC) and qRT-PCR (log_2_ FC) for the F_1_ hybrid (CF_1_ vs. F_1_), maternal line (CS vs. S), and paternal line (CR vs. R) under control and heat stress conditions, respectively

### Expression patterns of gene action in An’nong 591 and its parental lines

According to the differences in expression between hybrids and their parental lines, genes can be classified into five expression patterns, namely co-silence expression of the parental lines (Type I: genes are expressed in both of the parental lines, but not in F_1_ hybrid), parental-specific expression (Type II: genes are expressed only in one of the parental lines), hybrid-specific expression (Type III: genes are expressed only in F_1_ hybrid), single-parental consistent expression (Type IV: genes are expressed in F_1_ and one of the parental lines), and co-expression of the hybrid and parental lines (Type V) [26]. In the present study, under the control conditions, a total of 288, 1459, 93, and 1713 genes were identified for Types I to IV, respectively, whereas 116, 1478, 153, and 2321 genes were detected for the four groups under heat treatment (Fig. 8a). For Types II to IV, the number of genes detected in response to heat stress was larger than that under the control conditions.

**Fig. 8:**
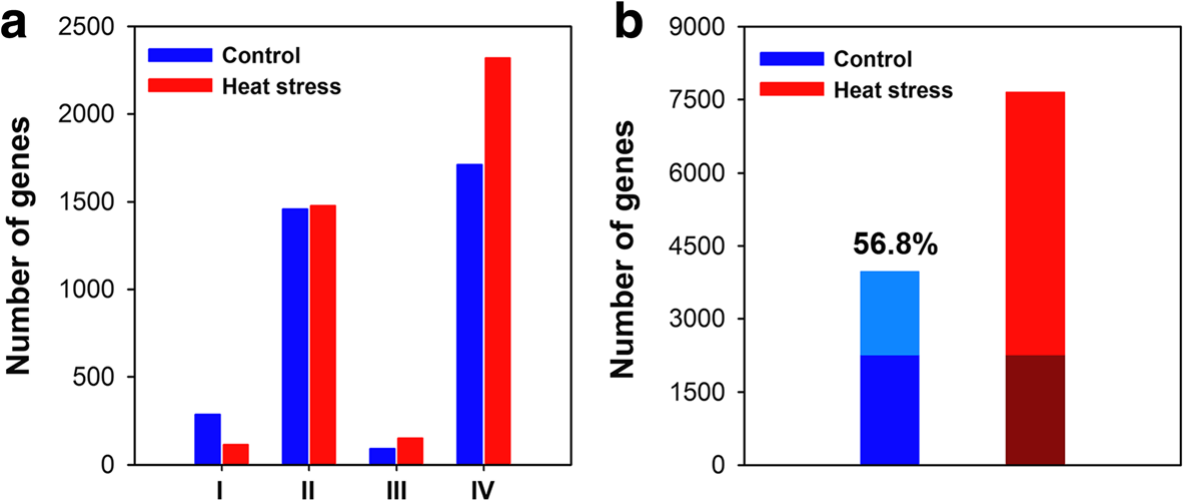
Expression pattern of gene action and nonadditive genes between F_1_ hybrid and its parental lines. **a** Expression patterns of gene action between the F_1_ hybrid and its parental lines under the control and heat stress conditions. **b** Overlap of nonadditive genes under control and heat stress conditions. The percentages of dark color indicate overlapping nonadditive genes

Previous studies have indicated that Types I to IV are associated with qualitative differences in gene expression, meanings presence/absence variation of these genes. Type V is associated with quantitative differences in gene expression, and the difference in expression patterns between hybrids and their parental lines is predominantly associated with this type [3, 26]. A total of 12 classes of DEGs were defined according to the expression pattern in the hybrid relative to its parental lines in the present study (Table 1). A total of 6520 and 11,697 genes were identified in the 12 classes under the control and heat stress conditions, respectively. The maximum number of genes was observed in classes 1–6 and 13–18, in which the expression level in An’nong 591 was intermediate between that of its parents CB25 and CM1 or close to one of the parental inbred lines. Under control conditions, 137 genes showed underdominant expression (classes 7–9), whereas 183 genes showed overdominant expression (classes 10–12). Under heat stress, 354 genes (classes 19–21) and 463 genes (classes 22–24) genes in the hybrid displayed underdominant and overdominant expression, respectively. Among the 6520 genes identified under control condition, 2326 genes displayed nonadditive expression, accounting for 10.50% of the total number of expressed genes (22,195), whereas more than twice as many genes (5817, 26.2%) showed nonadditive expression under heat stress.

**Table 1:** Identification of nonadditive genes under control and heat stress conditions

Class	Expression Patterns	Total No. of Genes	No. of Nonadditive Genes
1	CR > CF_1_ > CS	651	122
2	CS > CF_1_ > CR	915	188
3	CR = CF_1_ < CS	801	358
4	CR = CF_1_ > CS	1702	511
5	CR > CF_1_ = CS	772	418
6	CR < CF_1_ = CS	1359	409
7	CR > CS > CF_1_	17	17
8	CS > CR > CF_1_	6	6
9	CR = CS > CF_1_	114	114
10	CF_1_ > CR > CS	12	12
11	CF_1_ > CS > CR	16	16
12	CF_1_ > CS=CR	155	155
	Others	15,675	1644
	Total	22,195	3970
13	R > F_1_ > S	1962	613
14	S > F_1_ > R	1838	850
15	R = F_1_ < S	2088	1398
16	R = F_1_ > S	2068	883
17	R > F_1_ = S	1254	571
18	R < F_1_ = S	1670	685
19	R > S > F_1_	12	12
20	S > R > F_1_	91	91
21	R = S > F_1_	251	251
22	F_1_ > R > S	86	86
23	F_1_ > S > R	40	40
24	F_1_ > S = R	337	337
	Others	10,498	1836
	Total	22,195	7653

### Comparative analysis of nonadditive genes

A total of 3970 and 7653 nonadditive genes were identified from the total expressed genes under the control and heat conditions, respectively. We found that 56.8% (2253 of the 3970 genes) of the nonadditive genes overlapped under control and heat conditions, which suggested that nonadditive gene expression was more conserved in the hybrid under both conditions (Fig. 8b). Such patterns have been observed in previous studies through the comparisons of hybrids and their parents [23]. Among the 7653 nonadditive genes, a total of 5400 genes were found to be specific for heat conditions. GO classification indicated that the 5400 genes were significantly assigned to 44 biological processes (Fig. 9 and Additional file 6 Figure S6). Many genes enriched in the GO terms related to stress responses, such as response to stimulus (GO:0050896), response to abiotic stimulus (GO:0009628), response to chemical stimulus (GO:0042221), response to stress (GO:0006950), and response to osmotic stress (GO:0006970), were overrepresented in all categories. Furthermore, 60 genes were assigned to the GO term response to heat (GO:0009408), of which 33 genes overlapped with the 60 genes that were assigned to the same GO term (response to heat) among the 4518 common DEGs. Functional annotation indicated that most of the 33 genes belonged to heat shock protein and chaperone protein families, suggesting the important roles of these genes in response to heat stress. KEGG pathway analysis revealed that 125, 113, and 125 genes were involved in the biosynthesis of amino acids, spliceosome and RNA transport pathways (FDR ≤ 5%), respectively (Fig. 10). Alternative splicing can generate multiple transcripts from the same gene, which is a common regulatory mechanism required for stress adaptation. Among the 33 overlapping genes, 19 genes were shown to have multiple AS patterns under both control and heat treatment conditions in the three genotypes (Additional file 11 Table S5). The number of AS events under heat stress was significantly higher than that observed under control conditions (Fig. 11), which might suggest that AS of these genes is important in response to heat stress.

**Fig. 9:**
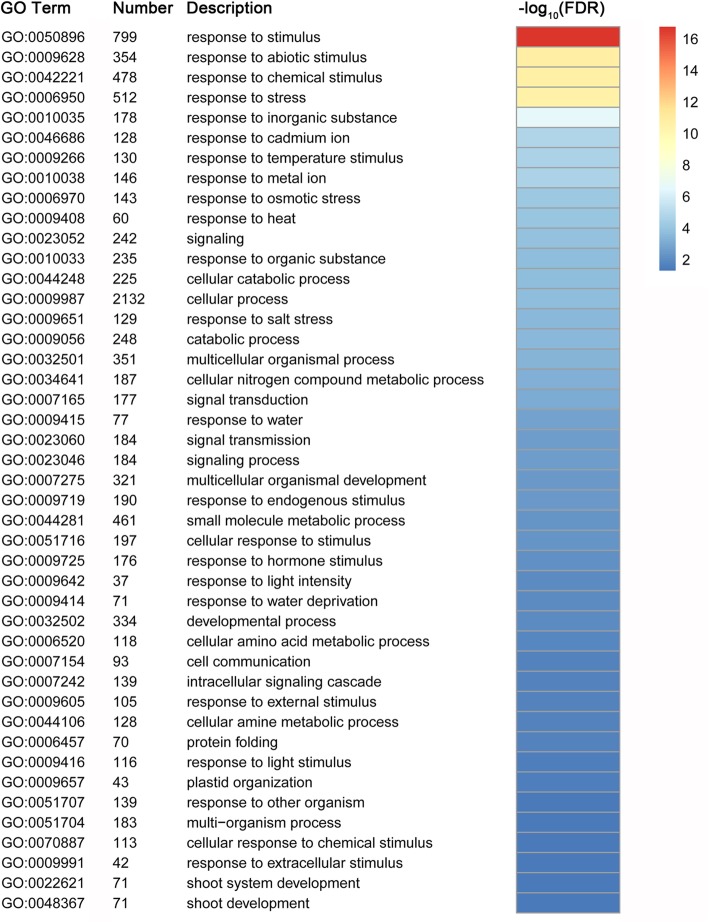
Enrichment of GO biological process terms for the 5400 nonadditive genes under heat treatment

**Fig. 10:**
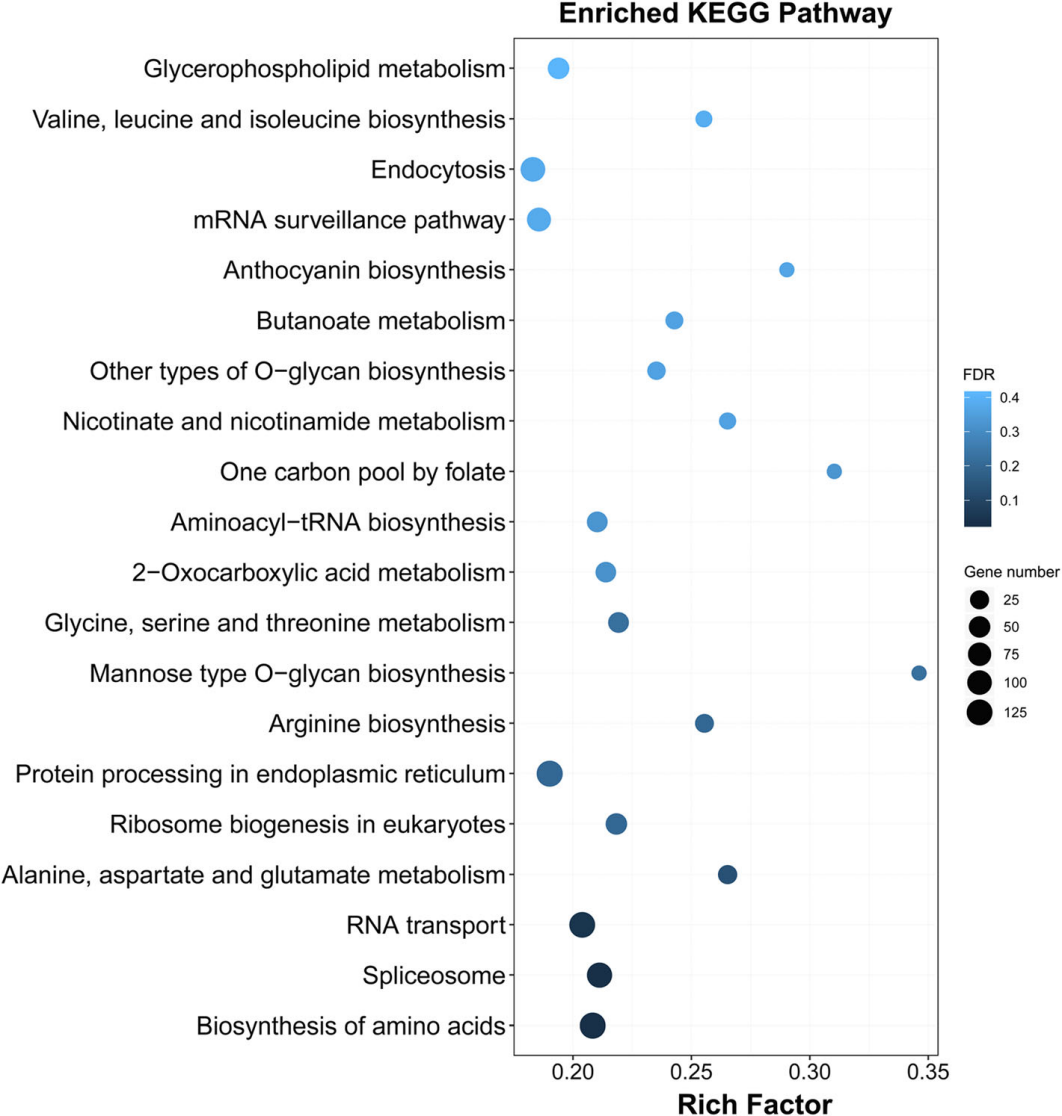
KEGG enrichment analysis of the 5400 nonadditive genes under heat treatment

**Fig. 11:**
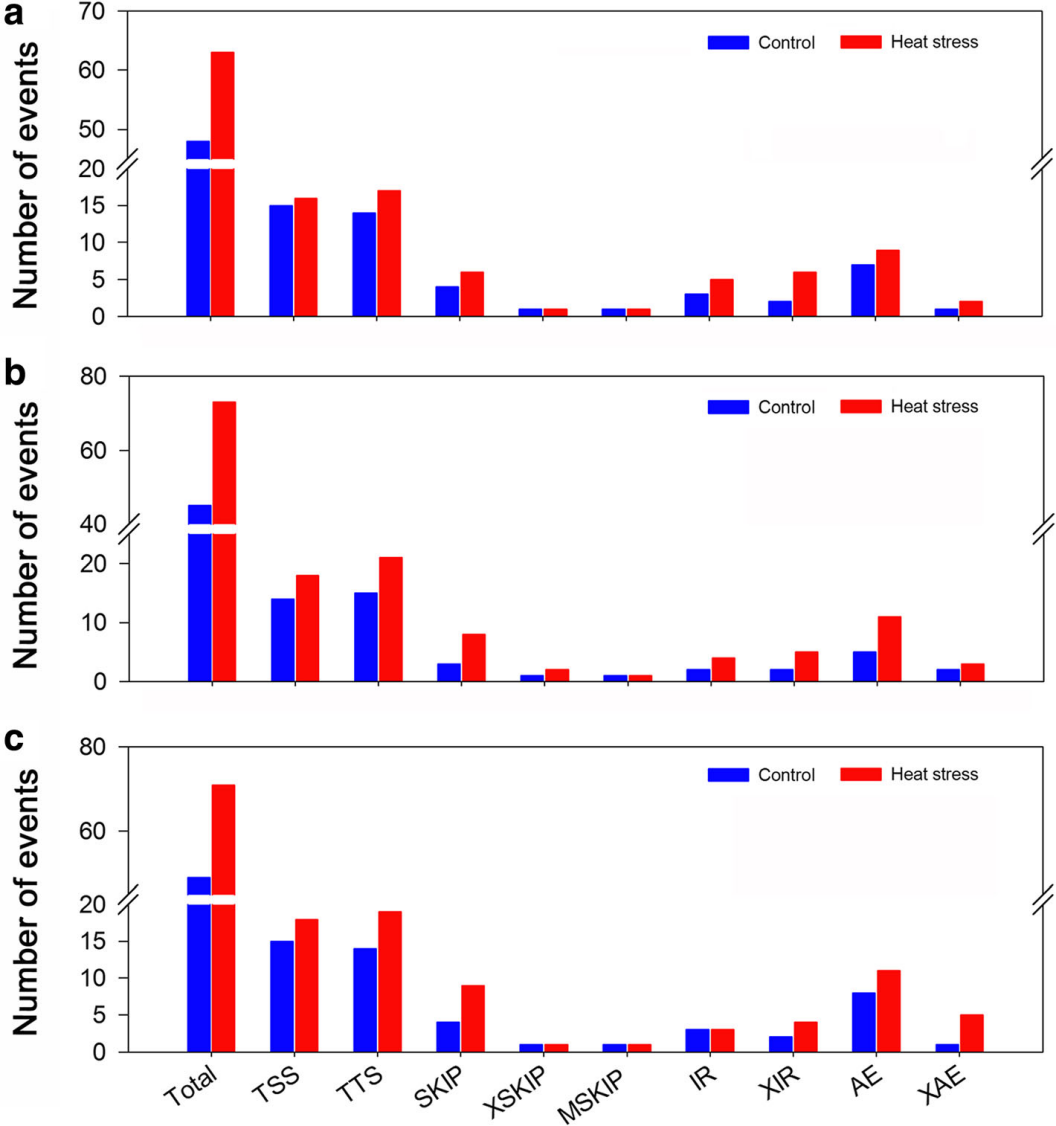
Summary of alternative splicing (AS) events of the 19 genes enriched in the GO term response to heat. **a** AS events in the samples of CR and R; **b** AS events in the samples of CS and S; **c** AS events in the samples of CF_1_ and F_1_. TSS, alternative 5′ first exon (transcription start site); TTS, alternative 3′ last exon (transcription terminal site); SKIP, skipped exon; XSKIP, approximate SKIP; MSKIP, multi-exon SKIP; IR, intron retention; XIR: approximate IR; AE, alternative exon ends; XAE, approximate AE

## Discussion

Heterosis has been widely exploited in plant breeding for decades due to the superior performance of heterozygous F_1_ hybrids in comparison with their parental lines. Three main genetic models, comprising dominance, overdominance, and epistasis hypotheses, have been proposed to explain heterosis in classical quantitative genetics [4–6, 9]; however, the molecular and genetic mechanisms of this complex biological phenomenon remain poorly understood [3]. Increasing evidence has indicated that differential gene expression between hybrids and their parental lines may be responsible for heterosis [3, 23, 26]. In the present study, RNA-Seq was adopted to investigate the relationship between expression patterns and heterosis in seedlings of the maize hybrid An’nong 591 and its parental lines CB25 and CM1 grown under control and heat stress conditions.

The RNA-Seq analysis showed that 56.2% of the high confidence gene models in the maize reference genome were expressed in at least one of the samples. The high transcriptomic correlation of the three biological replicates of each sample was verified by PCA and Pearson’s correlation analysis, which supported the reproducibility of the RNA-Seq data. Nine pairwise comparisons of gene expression in the three genotypes were performed, and thousands of DEGs were identified for each pair. Under both of control and heat treatment conditions, the maximum number of DEGs was detected between the two parental lines (CS vs. CR and S vs. R). Previous findings have indicated the correlation of gene expression variation and heterosis. About 70% (fold change ≥2 and FDR < 5%: 22.9%) of expressed genes were differentially expressed between maize inbred lines B73 and Mo17, and 42–57% (fold change≥2 and FDR < 5%: 7.6–10.0%) of all expressed genes were differentially expressed between one of the maize hybrids and one of its parents [15]. In rice, the DEGs accounted for 10.6% of the total gene set between the super hybrid LYP9 and its parental cultivars [19]. In the present study, 26.1% of the total expressesd genes were differentially expressed between CB25 and CM1 under control conditions, but 8468 (38.2%) DEGs were identified after heat treatment (Additional file 4 Figure S4), suggesting the difference in gene action of the two inbred lines in response to heat stress. The significant difference in expression between CB25 and CM1 may be an important genetic component responsible for the heterosis of An’nong 591. We also observed that the number of DEGs between the F_1_ hybrid and its maternal line (11.0 and 21.3%) was significantly higher than that between the F_1_ hybrid and its paternal lines (9.7 and 13.6%) in both conditions. These results suggested that gene expression in the hybrid was more similar to the paternal line, especially under heat stress. We concluded that the superior heat tolerance of An’nong 591 was contributed mainly by its paternal line CM1, which was consistent with the evaluation of the phenotypic and physiological characteristics of the three genotypes.

Among the nine pairwise comparisons, the number of DEGs in control versus heat stress pairs was significantly higher than most of the other pairs. The number of up-regulated genes was greater than the number of down-regulated genes in each pair except S vs. R. Previous studies have also reported that up-regulated genes accounted for a larger proportion of the DEGs [23, 45, 46]. For example, more than 60% of DEGs were up-regulated in maize primary roots upon water deficit stress [23]. 

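In the hybrid, 54.7% of the 9065 differentially expressed genes of CF1 vs. F1 were up-regulated. With each of the 6 libraries left out in turn, the share lay between 53.9% and 54.9%. It was 53.8% by DESeq2's Wald test on the same genes. With library totals in place of TMM factors it was 83%. By limma it was 50.4% on log2(scaled FPKM + 1) and 55.3% on log2(scaled FPKM + 0.1).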

In this study, the number of up-regulated DEGs 53.80% (14,543 of 27,030 genes) was higher than the down-regulated genes (CF1 vs. F1, CR vs. R, and CS vs. S), suggesting that numerous genes tend to be activated under heat treatment. A total of 4629 common DEGs were identified among the three pairs CF_1_ vs. F_1_, CR vs. R, and CS vs. S to screen for candidate genes involved in the response to heat stress, and 2096 common down-regulated and 2422 common up-regulated genes were further identified among these genes. Functional classification of the 4518 common down- and up-regulated genes was further analyzed by GO enrichment analysis. Many genes were overrepresented in biological process associated with diverse stress response. A total of 60 genes were enriched in the GO term response to heat (GO:0009408), and most of them were significantly up-regulated under heat treatment, which suggested that these common DEGs performed important functions of in response to heat stress. Among the 2096 common down-regulated genes, a total of 119 significant GO terms were enriched. We observed that GO terms associated with photosynthesis, light reaction and stress responses were overrepresented in the biological process category (Additional file 9 Table S3). Only 19 significant biological process GO terms were enriched for the 2422 up-regulated DEGs, and genes enriched in the GO terms were mainly associated with various stress responses (Additional file 10 Table S4). In particular, 53 genes enriched in the term response to heat (GO:0009408), was the most highly represented GO category. These findings indicated the diverse roles of down- and up-regulated genes in response to heat stress.

In the present study, 17.9 and 34.5% of the total expressed genes (22,195) exhibited nonadditive expression under the control and heat stress conditions, respectively. The proportion of nonadditive genes differed notably from that reported in previous studies. For example, 22% of the differentially regulated ESTs were significantly different from the mid-parent value in the Mo17 × B73 maize hybrid [3]. Using the same genotypes, 35 and 27% of genes exhibited nonadditive expression under control and water deficit conditions, respectively [23]. Nonadditive genes accounted for the majority of DEGs (51.2% overdominant, 26% partially dominant and 12.6% dominant) in four genetically unrelated maize inbred lines and their F_1_ crosses [17]. We concluded that the differences among these studies were mainly attributed to different approaches and technical limitations [20]. In the present study, only 17.9% of the total expressed genes displayed expression levels in the hybrid that differed significantly from the mid-parent value under control conditions, which suggested that additive genes have a fundamental role in maize development and heterosis. However, we noted that the number of nonadditive genes under heat treatment was significantly higher than that under the control conditions. In particular, more than 2.5-times the number of underdominant and overdominant genes, respectively, were identified under heat stress conditions, compared with the number of genes identified under control conditions, which suggested nonadditive genes play important roles in the response to heat stress. Nonadditive expression was suggested to be associated with heterosis, and 56.8% of nonadditive genes overlapped between the control and heat stress conditions. Similarly, 47% of the nonadditive genes overlapped between the control and water deficit conditions in a previous study [23]. Together, these results suggest that nonadditive genes show conserved expression in maize hybrids. We observed a total of 5400 nonadditive genes that were particularly associated with heat stress, and GO enrichment analysis indicated that many genes were significantly enriched in biological processes associated with diverse stress responses. Sixty genes were assigned to the GO term response to heat, and 33 genes overlapped with the 60 genes from the common 4518 DEGs that were also enriched in the same GO term. In addition, KEGG pathway analysis indicated that 113 genes were significantly enriched in the spliceosome metabolic pathways. AS is a post-transcriptional regulatory mechanism that allows a single gene to generate multiple transcripts, and has been demonstrated to play important regulatory roles in diverse developmental processes and stress adaptations [47–50]. Consistent with previous studies [51, 52], we found high temperature had an impact on splicing regulation. Among the 33 overlapped genes, 19 genes exhibited a strong AS response, with multiple AS events under heat stress. Of the 19 genes, the majority belonged to heat shock protein and chaperone protein families, which have been demonstrated to play important roles in heat tolerance [53–55]. Thus, these findings also provide a novel strategy to improve plant tolerance to heat stress with alternative transcripts.

## Conclusions

Here, we provide a global view of the transcriptomic divergence of the maize hybrid An’nong 591 and its parental lines under heat stress using RNA-Seq, and nonadditive genes were further analyzed to explore the underlying mechanism of heterosis. Our results reveal the important roles of nonadditive genes in the response to heat stress, and provide new insight into mechanisms of heterosis in heat tolerance in maize hybrid.

## Methods

### Plant material and heat treatment

Seedlings of the maize (*Zea mays* L.) hybrid An’nong 591 (CB25 × CM1) and its parental lines were grown in a greenhouse at 28 °C/23 °C (day/night) with a 16-h light/8-h dark photoperiod. An’nong 591 and its parental lines were generated by Professor Qing Ma and Beijiu Cheng. For heat treatment, seedlings were incubated at 42 °C/35 °C (day/night) for two days when the third leaf was fully expanded. During the period of heat treatment, the seedlings were watered every day, and control plants were maintained under non-stress conditions. After heat treatment, the third leaf was harvested, immediately frozen in liquid nitrogen and stored at − 80 °C for RNA isolation. Before and after heat treatment, the relative water content (RWC) and relative electrolyte leakage (REL) were measured in the seedlings in accordance with methods described previously [34, 35]. Malondialdehyde (MDA) content was measured by a kit according to the instruction manual (Nanjing Jiancheng Bioengineering Institute, China). Statistical analysis of RWC, REL and MDA content was performed using Student’s *t*-test based on three biological replicates. Mid-parent heterosis (MPH) and high-parent heterosis (HPH) were determined using the following formulas: MPH (%) = (F_1_ − MP)/MP and HPH (%) = (F_1_ − HP)/HP, where MP is the average value of the two parents, and HP is the highest value of the two parents.

### RNA isolation and cDNA library construction

Total RNA was extracted using TRIzol reagent (Invitrogen, USA) according to the manufacturer’s protocol. The quality and purity of RNAs was assessed by Agilent 2100 Bioanalyzer (Agilent Technologies, CA), NanoDrop spectrophotometer (Thermo Fisher Scientific Inc., USA) and 1% agarose gel. Total RNA (1 μg) with RNA integrity number (RIN) values above 7 was used for library construction of each sample. Poly (A)-containing RNA was purified from total RNA using the NEBNext® Poly (A) mRNA Magnetic Isolation Module (New England Biolabs Inc., USA). The cDNA library preparations were constructed using a NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (New England Biolabs Inc., USA) according to the manufacturer’s protocol. The libraries with different indices were loaded onto an Illumina HiSeq X Ten platform for sequencing, which generated 2 × 150 bp paired-end reads. The raw reads were submitted to the GenBank GEO database under accession number GSE122866 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122866).

### Sequence assembly and data analysis

Raw reads were filtered to obtained high-quality reads by removing reads containing adapter or poly (N) sequences, low quality sequences (Q < 20) from the 5′ and 3′ ends of the reads, and sequences shorter than 75 bp. Clean reads (the remaining high-quality reads) were subsequently aligned to the maize B73 reference genome (RefGen_v3) using HISAT software (v2.0.1) [36]. HTSeq software (v0.6.1) was used to count the read numbers mapped to each gene [37]. The gene expression level was measured in terms of the fragments per kilobase of transcript per million mapped reads (FPKM) [38]. Novel transcripts and multiple transcripts generated by alternative splicing (AS) were assembled using StringTie software (v1.0.4) [39]. The DEGs between the two sets of samples were identified using the DESeq2 package (1.24.0) [40], and the resulting values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate (FDR) [41]. Only genes with fold changes ≥2 and FDR ≤ 5% were determined to be significantly differentially expressed. The DEGs in common between different samples were identified by venn diagram analysis using the web-based tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). The gene expression levels of DEGs were transformed by log_10_ (FPKM + 1), and used to draw a heat map with R package pheatmap.

### Validation of RNA-Seq by quantitative real-time PCR

Quantitative real-time polymerase chain reaction (qRT-PCR) was used to validate the gene expression levels of DEGs detected by RNA-Seq. Total RNA from the same samples as used for cDNA library construction was used for first-strand cDNA synthesis with the PrimeScript™ RT reagent kit with gDNA Eraser (TaKaRa, China). Primers were designed using Primer Express 3.0 software (Applied Biosystems, USA) and are listed in Additional file 7 Table S1. The qRT-PCR was performed using a Roche LightCycler480 II real-time PCR system (Roche, Germany). Each reaction contained 10 μL of 2 × FastStart Universal SYBR Green Master (Roche, Germany), 2.0 μL diluted cDNA, and 0.8 μL each of the forward and reverse primers in a final volume of 20 μL. The PCR conditions consisted of pre-denaturation at 95 °C for 5 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 25 s, and 72 °C for 25 s. At the end of the PCR cycles, melting curve analysis was performed to validate the specificity of the PCR product. The maize *GAPDH* gene (accession number: NM_001111943.1) was used as an internal control for normalization, and three technical replicates of each cDNA sample were performed for qRT-PCR analysis. Data analysis was performed as reported previously [42].

### Gene ontology and pathway enrichment analysis

Gene Ontology (GO) enrichment analysis was performed using agriGO (http://systemsbiology.cau.edu.cn/agriGOv2/) [43]. GO terms with FDR ≤ 5% were considered to be significantly enriched, and were categorized into three types of functional classification, namely cellular component, molecular function and biological process. The significantly enriched GO terms of biological process were used to draw a heat map by transforming FDR values into −log_10_ (FDR) with the R package pheatmap. Pathway analysis was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) web server (http://www.kegg.jp/) [44]. Pathways with FDR ≤ 5% were considered to be significantly enriched.

### Identification of nonadditive genes

To identify nonadditive genes, the gene expression patterns that differed between the hybrid and its parental lines (CB25 and CM1) were analyzed by comparing the average expression values of all three biological replicates of the hybrids with the mid-parent values of the parental lines under the control conditions and heat stress treatment. Genes with FDR ≤ 5% were considered to be nonadditively expressed. According to the method described previously [3], the nonadditive genes were further divided into different categories, including high-parent dominance, low-parent dominance, overdominance, and underdominance.

## Additional files

Additional file 1: **Figure S1.** Comparison of expression values of the three genotypes under the control and heat treatment conditions. Expression values were transformed by log_10_ (FPKM). The horizontal line represents the median of each replicate of the three genotypes.

Additional file 2: **Figure S2.** Pearson’s correlation analysis of the biological replicates of each genotype.

Additional file 3: **Figure S3.** Heatmap of the differentially expressed genes under the control and heat treatment conditions.

Additional file 4: **Figure S4.** Numbers of differentially expressed genes between the hybrid and its parents. **a** Total number of DEGs under the control conditions. **b** Total number of DEGs under the heat treatment. **c** Total number of DEGs between the control and heat treatment conditions. **d** Venn diagram of common DEGs under the control conditions. **e** Venn diagram of common DEGs under the heat treatment. **f** Venn diagram of common DEGs between the control and heat treatment conditions.

Additional file 5: **Figure S5.** Hierarchical tree graphs of enriched GO terms in the biological process category for the 4518 common DEGs. Hierarchical tree graph were generated using agriGO. The GO ID (adjusted *P* values), term definition, and statistical information are shown in the boxes. Significant terms (adjusted *P* ≤ 0.05) are in colored boxes, and GO terms with non-significant are in white boxes. Solid, dashed, and dotted lines in the graphs represent two, one and zero enriched terms at both ends connected by the line.

Additional file 6: **Figure S6.** Hierarchical tree graph of enriched GO terms in the biological process category for the 5400 nonadditive genes.

Additional file 7: **Table S1.** Gene-specific primers used for qRT-PCR analysis.

Additional file 8: **Table S2.** Detailed information of the RNA-Seq data.

Additional file 9: **Table S3.** Significantly enriched GO biological process terms for 2096 common down-regulated differentially expressed genes.

Additional file 10: **Table S4.** Significantly enriched GO biological process terms for 2422 common up-regulated differentially expressed genes.

Additional file 11: **Table S5.** Comparative analysis of alternative splicing events of the 19 genes enriched in the GO term response to heat.

## Data Availability

The raw data supporting the conclusions in this article are available in the GenBank GEO database under accession number GSE122866 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122866).

## Abbreviations

AS: Alternative splicing
BPH: Best-parent heterosis
DEGs: Differentially expressed genes
FDR: False discovery rate
FPKM: Fragments per kilobase of transcript per million mapped reads
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
MDA: Malondialdehyde
MPH: Mid-parent heterosis
PCA: Principal component analysis
PCR: Polymerase chain reaction
qRT-PCR: Quantitative real-time PCR
REL: Relative electrolyte leakage
RNA-Seq: RNA sequencing
RWC: Relative water content

# Supplementary material for: Comparative transcriptome analysis reveals important roles of nonadditive genes in maize hybrid An’nong 591 under heat stress
**Source:** BMC Plant Biol. 2019 Jun 24;19:273. doi: 10.1186/s12870-019-1878-8
**Supplement:** Supplementary file 8 — Table S2. Detailed information of the RNA-Seq data.

Table S2. Detailed information of the RNA-Seq data.

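For the hybrid, the clean reads of the table can be set against the counts that the authors deposited. The table lists between 39199660 and 49263924 clean reads per hybrid library. With each count taken as 1 pair of reads, the counts on genes came to 61.9 ± 0.581% (SD, n = 3) of the read pairs in CF1 and 59.9 ± 0.417% (SD, n = 3) in F1. Of the pairs that the table gives as uniquely mapped, they came to 83.0 ± 0.193% (SD, n = 3) and 79.9 ± 0.326% (SD, n = 3). The reported GC content was 57.9 ± 0.461% (SD, n = 3) in CF1 and 54.2 ± 0.214% (SD, n = 3) in F1, by the paper's values. All 3 F1 libraries were lower than all 3 CF1 libraries.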

| **Sample name** | **Genotype** | **Biological replicate** | **Raw reads** | **Clean reads** | **Base of** **clean reads (bp)** | **Q20 (%)** | **Q30 (%)** | **GC (%)** | **Total mapped on genome (%)** | **Uniquely mapped on genome (%)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CF_1_ | F_1_ hybrid | 1 | 46,410,984 | 46,162,994 | 6,870,384,188 | 97.06 | 92.45 | 57.37 | 81.98 | 74.44 |
| CF_1_ | F_1_ hybrid | 2 | 43,190,978 | 42,978,124 | 6,400,947,489 | 97.03 | 92.36 | 58.27 | 81.95 | 74.19 |
| CF_1_ | F_1_ hybrid | 3 | 39,452,718 | 39,199,660 | 5,838,062,439 | 97.19 | 92.77 | 57.99 | 81.98 | 75.20 |
| CR | Paternal line | 1 | 49,067,710 | 48,811,462 | 7,267,513,530 | 97.18 | 92.73 | 57.42 | 82.61 | 74.95 |
| CR | Paternal line | 2 | 49,879,168 | 49,634,050 | 7,391,352,760 | 97.19 | 92.72 | 57.43 | 82.90 | 75.53 |
| CR | Paternal line | 3 | 45,251,360 | 44,957,732 | 6,694,502,566 | 97.14 | 92.66 | 57.79 | 82.74 | 75.44 |
| CS | Maternal line | 1 | 49,534,704 | 49,289,866 | 7,338,489,345 | 97.17 | 92.69 | 58.00 | 81.86 | 73.72 |
| CS | Maternal line | 2 | 45,860,086 | 45,650,454 | 6,797,706,710 | 97.19 | 92.68 | 58.74 | 81.24 | 72.76 |
| CS | Maternal line | 3 | 46,304,178 | 46,083,168 | 6,862,429,223 | 97.05 | 92.4 | 57.82 | 81.40 | 73.41 |
| F_1_ | F_1_ hybrid | 1 | 48,842,088 | 48,591,188 | 7,231,695,501 | 97.24 | 92.93 | 54.04 | 80.40 | 75.00 |
| F_1_ | F_1_ hybrid | 2 | 49,489,088 | 49,263,924 | 7,333,088,030 | 97.27 | 92.99 | 54.11 | 80.10 | 74.66 |
| F_1_ | F_1_ hybrid | 3 | 47,825,846 | 47,531,426 | 7,075,983,902 | 97.37 | 93.26 | 54.44 | 80.45 | 75.09 |
| R | Paternal line | 1 | 42,780,020 | 42,560,756 | 6,335,233,774 | 97.14 | 92.71 | 54.3 | 80.55 | 75.12 |
| R | Paternal line | 2 | 49,642,118 | 49,382,198 | 7,351,633,308 | 97.15 | 92.75 | 54.23 | 81.10 | 75.50 |
| R | Paternal line | 3 | 42,555,924 | 42,292,366 | 6,298,055,603 | 97.14 | 92.74 | 54.84 | 81.13 | 75.65 |
| S | Maternal line | 1 | 47,527,996 | 47,275,864 | 7,035,396,918 | 97.24 | 92.93 | 54.32 | 77.90 | 72.57 |
| S | Maternal line | 2 | 41,986,560 | 41,788,194 | 6,218,459,447 | 97.16 | 92.74 | 54.15 | 78.12 | 72.75 |
| S | Maternal line | 3 | 43,319,226 | 43,038,866 | 6,407,599,768 | 97.18 | 92.85 | 54.81 | 78.54 | 73.18 |

# Supplementary material for: Comparative transcriptome analysis reveals important roles of nonadditive genes in maize hybrid An’nong 591 under heat stress
**Source:** BMC Plant Biol. 2019 Jun 24;19:273. doi: 10.1186/s12870-019-1878-8
**Supplement:** Supplementary file 9 — Table S3. Significantly enriched GO biological process terms for 2096 common down-regulated differentially expressed genes.

Table S3. Significantly enriched GO biological process terms for 2,096 common down-regulated differentially expressed genes.

# Supplementary material for: Comparative transcriptome analysis reveals important roles of nonadditive genes in maize hybrid An’nong 591 under heat stress
**Source:** BMC Plant Biol. 2019 Jun 24;19:273. doi: 10.1186/s12870-019-1878-8
**Supplement:** Supplementary file 10 — Table S4. Significantly enriched GO biological process terms for 2422 common up-regulated differentially expressed genes.

Table S4. Significantly enriched GO biological process terms for 2,422 common up-regulated differentially expressed genes.

| **GO term** | **Description** | **Gene number** | **FDR** |
| --- | --- | --- | --- |
| GO:0009408 | response to heat | 53 | 8.20E-16 |
| GO:0006457 | protein folding | 55 | 6.60E-10 |
| GO:0006950 | response to stress | 226 | 5.80E-09 |
| GO:0009266 | response to temperature stimulus | 73 | 1.70E-08 |
| GO:0050896 | response to stimulus | 316 | 1.10E-07 |
| GO:0010035 | response to inorganic substance | 84 | 1.50E-06 |
| GO:0009644 | response to high light intensity | 22 | 1.70E-06 |
| GO:0042221 | response to chemical stimulus | 194 | 9.00E-06 |
| GO:0042542 | response to hydrogen peroxide | 21 | 1.70E-05 |
| GO:0009628 | response to abiotic stimulus | 141 | 2.50E-05 |
| GO:0000302 | response to reactive oxygen species | 23 | 5.60E-05 |
| GO:0009642 | response to light intensity | 23 | 0.00025 |
| GO:0006259 | DNA metabolic process | 56 | 0.0025 |
| GO:0010038 | response to metal ion | 61 | 0.0069 |
| GO:0009415 | response to water | 36 | 0.0094 |
| GO:0046686 | response to cadmium ion | 51 | 0.021 |
| GO:0006979 | response to oxidative stress | 45 | 0.037 |
| GO:0009414 | response to water deprivation | 33 | 0.037 |
| GO:0006260 | DNA replication | 25 | 0.043 |

How the deposited data were processed for this re-analysis (not part of the article)

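RNA from the third leaf of hybrid and parental maize seedlings was sequenced in 3 biological replicates per genotype and treatment, 18 libraries in 6 groups. Control plants were kept at 28 °C/23 °C (day/night) and heat-treated plants at 42 °C/35 °C for 2 d. The authors removed adapter and low-quality reads, aligned the rest to the B73 genome (RefGen_v3) with HISAT and counted them on gene models with HTSeq. They deposited the raw counts per gene, which are not normalized. They also deposited FPKM values, which are the counts divided by the exonic length and by the total of the library. The exonic length of each gene is deposited in the same table and is the length that gives those FPKM values. They were recomputed from counts and lengths with 1 constant per library, which was itself estimated from the deposited FPKM. Of the values, 100% matched to within 1 unit of the last deposited decimal. The table holds 39471 genes.

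Samples were mapped to columns by name alone. The columns of the hybrid carry the names used in the sample labels (CF1 and F1, replicates 1 to 3). The other 24 per-sample columns, 12 of counts and 12 of FPKM, carry names that match neither the labels nor the paper's group names, and they were not used in any step. Everything that needs the parental lines was therefore not analysed here: the comparisons other than CF1 vs. F1, the genes common to the genotypes, the nonadditive genes and expression types, and the principal component analysis of all samples. GO and KEGG annotation was not used here, and alternative splicing was examined only through the event numbers of Table S5.

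The analysis was planned for FPKM values, with limma on log2(scaled FPKM + 1). Since the table also holds counts, the main test is edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) on the counts with TMM normalization, and the planned test is an alternative. The genes tested were the 20621 expressed genes, those with a mean FPKM of at least 1 in CF1 or F1. Genes were called at a fold change of at least 2 and an FDR of at most 0.05 (Benjamini-Hochberg). The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. For a group whose libraries all had at most 3 counts, a lower bound of the fold change was also computed. It set the mean of the other group against 3 counts. Log2 fold changes are the estimates of the fit, also for such genes. Counts per library ranged from 12266758 to 14643512 on genes, with 24325 to 26718 genes detected. TMM factors were between 0.734 and 0.77 in CF1 and between 1.3 and 1.33 in F1. The floor of 3 counts covers counting error only, while the standard errors also include the dispersion between replicates. The edgeR fit was tested on simulated data. Counts were drawn for the 20621 genes from the means and dispersions of the CF1 libraries and the sizes of all hybrid libraries. In them, 200 genes were changed by 2 on the log2 scale, as many raised as lowered. These were drawn only from genes above a minimum expected count. The fit called 194 of them (97%) in the right direction, and 12 unchanged genes. The share does not hold for genes with few counts. The simulated groups did not differ in composition as the real ones did, so the simulation did not test the scaling.

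Medians of log10 FPKM, numbers of expressed genes and squared correlations between replicates were computed from the deposited FPKM. Values of single libraries were compared by exact two-sided permutation tests, which cannot go below 0.1 with 3 libraries against 3. Replicate numbers come from the labels and from Table S2, and the paper describes the replicates as biological replicates, not as pairs across treatments.

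The genes named in the text follow a rule written before the data were examined: every gene of Fig. 6, Table S1 and Table S5, and the 3 genes with the largest and the 3 with the smallest log2 fold change among differentially expressed genes whose groups do not overlap on the TMM-scaled values. The rule took the mean over the genotypes; with the hybrid alone it was applied to CF1 vs. F1. The named photosynthesis genes were chosen by name before their values were seen, and the reference gene of the qRT-PCR was looked up by its transcript accession. Gene names are RefSeq names of assembly Zm-B73-REFERENCE-NAM-5.0, matched by gene ID for 18908 genes; its coordinates were not used.

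The alternatives set before the data were examined were no scaling between libraries, no filter on low values, the replicate number as a block, each library left out in turn, other rules for expressed genes, and other scales and gene sets for medians and correlations. The alternative of another pseudocount applies to the planned limma test and was run there. DESeq2's Wald test on the expressed genes and on all genes with counts, edgeR with median-of-ratios size factors, and library totals without the 100 genes with the most counts were added later. The planned limma test, on log2(scaled FPKM + 1) and on log2(scaled FPKM + 0.1), became an alternative once the counts were seen. R 4.3.3 was used with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.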

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

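The number of differentially expressed genes of CF1 vs. F1 was 9065 and lay between 6893 (limma on log2(scaled FPKM + 1)) and 11185 (library totals in place of TMM factors) under the alternatives. It ranged from 8807 to 9113 across the 6 fits that each left out one library. DESeq2's Wald test gave 8989 genes on the expressed genes and 10025 on all genes with counts, and the filter on low values left off gave 10361. The tests by DESeq2 and with median-of-ratios size factors, and the library totals without the genes with the most counts, were chosen after seeing the data. So was the separation of the groups in the deposited FPKM, which gave 4962 up-regulated, 3288 down-regulated and 16604 expressed genes without overlap, against 4927, 4034 and 15498 on the TMM-scaled values. Counting psb29, also named cp29, as an antenna gene was chosen after seeing the data too: it gave 8 antenna and 6 photosystem genes, all down-regulated, and the share of counts of the antenna genes rose from 3.31% to 3.79% in CF1 and from 0.229% to 0.334% in F1. The limma test was the one planned for FPKM values, and edgeR took its place after the counts were seen. On the expressed genes, the DESeq2 test called 4832 of the 4963 up-regulated genes and 4087 of the 4102 down-regulated genes again.

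The split between directions depended on the scaling between libraries. With library totals in place of TMM factors, 9286 genes were up-regulated and 1899 down-regulated, since the median log2 fold change of the expressed genes was then 0.85 in place of 0.05. All of those 1899 genes were also down-regulated with TMM factors. Of the other fits, each gave between 50.4% and 55.9% up-regulated genes, counting those that left out a library.

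The median log10 FPKM of the expressed genes was higher in F1 by 0.2246 as deposited, by 0.1939 over all genes with FPKM above 0 in at least 1 library, and by 0.0908 when the 100 genes with the most counts were left out of the library totals. After scaling by the median of ratios the difference was -0.0156. That scaling sets the typical ratio between libraries to 1, so a difference near 0 follows from it in advance. Across the 6 recomputations that each left out one library, the difference lay between 0.2189 and 0.2282.

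With the replicate number as a block, 8948 genes were differentially expressed, 4904 up- and 4044 down-regulated, and 53 genes of Fig. 6 were up- and 7 down-regulated. Libraries with the same replicate number did not deviate together on average. The mean correlation of their deviations from the group means was 0.01, against -0.005 for libraries with different numbers. Deviations from a group mean sum to 0, which ties these means to each other. A mean also does not show single pairs, so a tie between some libraries is not excluded.

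Of the 60 genes of Fig. 6, between 52 and 53 were up-regulated and between 5 and 7 down-regulated under the alternatives that were run. The number of expressed genes was 21500 with an FPKM of at least 1 in at least 1 library and 19696 with that value in every replicate of a group. The lowest squared correlation between replicates was 0.957 over all genes with FPKM above 0 and 0.947 on the log10(FPKM + 1) scale. Of 33 single genes followed through the alternatives, 27 kept their direction and their side of the threshold in every one. The other genes kept their direction and fell short of the threshold in 8 fits in all.

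Other splits of the 6 hybrid libraries were compared with the real one. Of the 4 splits that part all libraries with the same replicate number, 1 gave as many differentially expressed genes, the real one. The other 6 of the 10 splits put libraries with the same number on one side, and none of the splits other than the real one called a gene (between 16 and 103 genes had an unadjusted p under 0.05 in them, against 15200 in the real split). The splits that mix the treatments put the difference between them inside the groups, so few calls in them follow from the design. The share of such splits cannot go below 0.25 here, so counting splits neither rules chance out nor speaks for it.

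The comparisons that involve the parental lines, with their alternatives, were not run, nor were the common genes, the classes of nonadditive genes, the interaction with genotype and the principal components. A pseudocount has no place in the edgeR test, and the fit with only the groups compared is the fit reported. The depth limits the fold changes of 498 up- and 77 down-regulated genes, whose lower group had at most 3 counts in each library.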

Differences from the paper's values

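The largest log2 fold change of RNA-Seq among the 10 qRT-PCR genes in the hybrid was 6.55, against the paper's value of about 7.3 in Fig. 7b, read by eye. The smallest was -4.35, against the paper's value of about -3.5 in Fig. 7b, read by eye. Of the alternatives set before the data were examined, library totals in place of TMM factors gave 7.35 and -3.55, within the standard error of the paper's values. The replicate block (6.54 and -4.37), the test without a filter on low values (6.58 and -4.32) and the fits that each left out one library did not close either gap.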

Other observations

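The tests in this part were written down before their results were seen; the medians of the libraries had been looked at before the tests of them were chosen. After first results had been seen, the length correction was changed to keep the mean of the fold changes, and the splicing tests were judged by adjusted p-values.

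The higher median FPKM of the heated hybrid may in part reflect the share of counts that the most abundant genes take under control conditions. The 100 genes with the highest mean share of counts held 37.7% of the counts in CF1 and 15.2% in F1, and 81 of them had a log2 fold change under 0. With these genes left out of the library totals, the difference of the median log10 FPKM went from 0.2246 to 0.0908, 40.4% of its size. The F1 libraries still lay above the CF1 libraries, so these genes do not account for all of the difference. With every library thinned to 12266758 counts, the difference was 0.2247. FPKM is already divided by the total of the library, so thinning could hardly have moved it. The CF1 libraries had 12266758 to 14246363 counts and medians of log10 FPKM from 0.7396 to 0.7582. The F1 libraries had 14325790 to 14643512 counts and medians from 0.9694 to 0.98. Within each group the deeper libraries had the higher medians, but over a far smaller range than the difference between groups. These values argue against depth as the source of most of the difference. The composition of the libraries itself differs with the treatment, so a technical and a biological origin cannot be told apart here. Counts give shares of a library and not amounts per cell, so whether the amount of RNA per cell changed was not measured.

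More genes were up- than down-regulated in the heated hybrid, 54.7% of the differentially expressed genes. Fold change and exonic length showed next to no monotonic relation across genes (Spearman correlation -0.003), so a correction for length had little to remove. After correction for the fitted trend the share was 55.2% with the mean of the fold changes kept. It was 51.3% in the first version of the correction, which centred the fold changes on their median and so moved all of them by -0.087 on the log2 scale. The share was 83.0% with library totals, which move all fold changes up together, and 54.2% with median-of-ratios size factors. These shares do not show which scaling is closer to amounts per cell, so the pattern cannot be told apart from an effect of the scaling. GC content per gene was not tested, because no sequence of the genome build was used here.

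The qRT-PCR of the paper used a GAPDH transcript as its reference. The gene with that transcript, GRMZM2G046804, had an FPKM of 509.9 ± 51.6 (SD, n = 3) in CF1 and 350.3 ± 11.1 (SD, n = 3) in F1. Its log2 fold change was -1.34 (standard error 0.13, adjusted p = 1.06e-05 from edgeR's quasi-likelihood test, lower in 3 of 3 F1 libraries). With library totals in place of TMM factors it was -0.54 (adjusted p = 1.98e-03 from the same test), under the fold change threshold. The adjusted p lay between 1.06e-25 (DESeq2's Wald test) and 1.98e-03 over the alternatives. The paper does not report the RNA-Seq values of this gene.

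Table S5 lists 49 alternative splicing events in CF1 and 71 in F1 over 19 genes, by the paper's numbers. The number rose for 6 genes, fell for 1 and was the same for the rest. Of the rise, GRMZM2G043147 went from 1 event to 15. A candidate explanation is that more transcripts can be assembled where a gene has more reads. The mean log2 fold change was 6.60 for the 6 genes and 3.87 for the other 13 (exact two-sided permutation test, p = 0.0663). The median control count was 73.8 per library for the 6 genes and 284.3 for the others (exact two-sided permutation test on log2(count + 1), p = 0.044). After Benjamini-Hochberg adjustment over both tests, p was 0.0663 for each. GRMZM2G306679 and GRMZM5G804658, listed with 0 events in CF1, had between 0 and 9 counts per CF1 library. Other genes go against the number of reads as an explanation. GRMZM2G043147 had a mean of 128.7 counts in CF1 and a log2 fold change of 4.05, near the mean of the genes without a rise. GRMZM5G803365 is listed with 11 events in CF1 at a mean of 29.7 counts, and GRMZM2G366532 had no more events in F1 at a log2 fold change of 10.43. The tests therefore do not tell the number of reads apart from a change in splicing. The paper reports the 19 genes, out of genes of the term response to heat, as those with multiple splicing patterns under both conditions. All 19 were up-regulated in F1, but they are among the genes of Fig. 6, which the paper chose as differentially expressed in these libraries.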
